# Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in *Mycobacterium smegmatis*

**DOI:** 10.1186/1756-0500-6-482

**Published:** 2013-11-22

**Authors:** Nadja Jeßberger, Yinhua Lu, Johannes Amon, Fritz Titgemeyer, Sophia Sonnewald, Stephen Reid, Andreas Burkovski

**Keywords:** AmtR, GlnR, Nitrogen control, Nitrogen metabolism, OmpR/EnvZ

## Abstract

**Background:**

As other bacteria, *Mycobacterium smegmatis* needs adaption mechanisms to cope with changing nitrogen sources and to survive situations of nitrogen starvation. In the study presented here, transcriptome analyses were used to characterize the response of the bacterium to nitrogen starvation and to elucidate the role of specific transcriptional regulators.

**Results:**

In response to nitrogen deprivation, a general starvation response is induced in *M. smegmatis*. This includes changes in the transcription of several hundred genes encoding e.g. transport proteins, proteins involved in nitrogen metabolism and regulation, energy generation and protein turnover. The specific nitrogen-related changes at the transcriptional level depend mainly on the presence of GlnR, while the AmtR protein controls only a small number of genes.

**Conclusions:**

*M. smegmatis* is able to metabolize a number of different nitrogen sources and nitrogen control in *M. smegmatis* is similar to control mechanisms characterized in streptomycetes, while the master regulator of nitrogen control in corynebacteria, AmtR, is plays a minor role in this regulatory network.

## Background

Nitrogen is one of the macro-elements of life and constituent of numerous cellular metabolites (e.g. amino acids, amino sugars, nucleotides) and macro-molecules (proteins, peptidoglycan, DNA, mRNA). Therefore, its supply is crucial for organisms. Bacteria are able to use a number of different nitrogen sources to cover their nitrogen requirements; however, in most species metabolism is biased in favor of ammonium. When ammonium becomes limiting, typical bacterial responses to this situation include the expression and activation of ammonium carriers and high affinity ammonium assimilation enzymes as well as expression of carriers and enzymes for the use of alternative nitrogen sources. This response, designated as nitrogen control, is governed by different types of transcriptional regulators. In respect to these transcription control proteins, *Actinobacteria* are divided into two major groups, one comprising GlnR and the other AmtR as master regulators of nitrogen control. GlnR was described for example in *Streptomyces coelicolor*, *Streptomyces venezuelae*, *Amycolatopsis mediterranei* and *Mycobacterium tuberculosis*, while AmtR controls nitrogen regulation in corynebacteria such as *Corynebacterium diphtheriae*, *Corynebacterium efficiens* and *Corynebacterium glutamicum*[1]*.*

In *S. coelicolor* the OmpR-type regulator GlnR acts as a transcriptional activator for at least 15 genes, encoding proteins related to nitrogen uptake, metabolism and regulation as well as proteins with unknown function [2,3]. Proteomics analyses indicated broader regulatory influence, e.g. on amino acid and carbon metabolism [4]. *S. coelicolor* exhibits a second GlnR-type regulator, designated GlnRII, which was shown to bind to the upstream regions of the *amtB-glnK-glnD* operons and the *glnA* and *glnII* gene [2,3,5]. The regulatory function of this protein is still unknown.

In corynebacteria, like the amino acid producing strains *C. glutamicum* and *C. efficiens* or the pathogen *C. diphtheriae*, expression of genes coding for proteins for uptake and assimilation of nitrogen sources is under control of the TetR-type regulator AmtR [6-8]. In *C. glutamicum* AmtR blocks transcription of at least 35 genes during sufficient ammonium supply [9,10]. The corresponding regulon comprises the *amtA* and *amtB* genes, which encode ammonium transporters, as well as *gdh*, *glnA* and *gltBD*, which code for enzymes crucial for ammonium assimilation, i.e. glutamate dehydrogenase, glutamine synthetase and glutamate synthase. Furthermore, transcription of the *crnT* and *codA* gene, responsible for creatinine transport and metabolism as well as the *urtABCDE* and *ureABCEFGD* operon, encoding a urea ABC transporter and urease, are controlled by AmtR in addition to a number of genes coding for biochemically uncharacterized enzymes and transport systems as well as signal transduction proteins.

In *M. smegmatis* transcription of *amt1,* encoding a putative ammonium permease, the *amtB-glnK-glnD* operon, which codes for an additional ammonium transporter and signal transduction proteins, as well as *glnA*, coding for glutamine synthetase, are positively controlled by GlnR [11]. Besides these genes encoding proteins for ammonium uptake and assimilation, the regulation of other genes and operons encoding various (putative) transporters of alternative nitrogen sources, e.g. *narK*, *narK3*, *urtABCDE*, as well as nitrogen assimilatory enzymes, e.g. *gdh*, *glnA2*, *glnA3*, *glnA4*, *gltBD*, *narIJHG*, *nirBD*, *ureABCFG*, *ureEFABCGD*, was unclear until now (for review, see [1,12]). Furthermore, *M. smegmatis* belongs to a group of *Actinobacteria* including e.g. *Nocardia farcinica*, *Rhodococcus* sp., *Clavibacter michiganensis* and *Kineococcus radiotolerans* that exhibit both, GlnR and AmtR. In none of these species, the function of AmtR and its interaction with GlnR have been addressed until now.

To expand our knowledge of nitrogen starvation response in *M. smegmatis* and to shed light on the function and interplay of GlnR and AmtR in this organism, DNA microarray analyses were carried out, with the aim to characterize the nitrogen control network of *M. smegmatis* in more detail.

## Results and discussion

### Nitrogen starvation-dependent transcription of genes

For a global analysis of nitrogen-starvation-induced genes, wild-type cells were grown up to the mid-exponential growth phase, when nitrogen starvation was induced by washing the cells and transferring them to minimal medium without nitrogen source. Total RNA was isolated after 0.5 hours of starvation and hybridized together with RNA from untreated control cultures to DNA microarrays. As shown by Amon and co-workers [11], this procedure is sufficient for full induction of genes encoding ammonium transporters and high affinity ammonium assimilation enzymes. In response to the induction of nitrogen starvation, transcripts of 231 genes were found to be decreased and of 284 genes to be increased by at least a factor of 3 in the wild-type (Additional file 1: Table S1 and S2). These were classified according to functional categories [13].

COG classification of genes with decreased mRNA level (Figure 1A) revealed that 50% of these were allocated to the major group *metabolism*, another 27% to the major category *poorly characterized*. 16% of the genes with decreased transcript amounts in the wild-type under nitrogen starvation belonged to the group *information storage and processing* and 7% correlated with the group *cellular processes and signaling*. Only 4% of these 231 genes are described as putatively involved in nitrogen metabolism.

**Figure 1:**
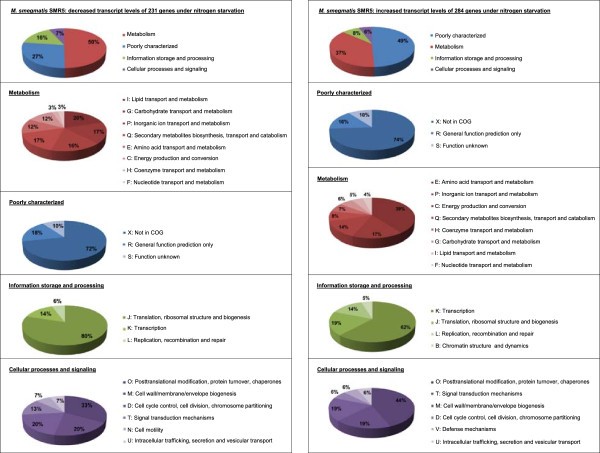
**Functional catagories of the *M. smegmatis *nitrogen starvation stimulon.** DNA microarray analyses were carried out with RNA isolated from nitrogen-supplied and nitrogen-starved wild-type cells. Genes with decreased **(A)** and increased **(B)** transcript levels in response to nitrogen starvation were classified according to functional categories [13].

When the 284 genes with enhanced transcript levels upon starvation were analyzed, 12.5% were associated with nitrogen metabolism. Classification of these genes into COGs (Figure 1B) shows that 49% of these genes were *poorly characterized*, 37% belonged to the major category *metabolism*, 8% of the genes with enhanced transcript amounts in the wild-type under nitrogen starvation were allocated to *information storage and processing*, while the remaining 6% of genes belonged to *cellular processes and signaling*.

All in all, the microarray results indicated a general adaptation of *M. smegmatis* wild-type to the situation of growth arrest induced by nitrogen starvation. This includes not only nitrogen control, but influences other regulatory networks such as carbon and energy metabolism as well and a similar adaptation strategy was also shown previously for the closely related actinomycete *C. glutamicum*[14].

### Transcriptome analyses of wild-type and glnR mutant strain

In order to elucidate the specific nitrogen starvation response in more detail, the global transcription patterns of nitrogen-deprived wild-type and *ΔglnR* strain MH1 were compared. Transcripts of 125 genes were up-regulated and of six genes down-regulated by at least a factor of 3 in the wild-type in comparison to MH1, when the two strains were starved for nitrogen. The classification of these genes into COGs (Figure 2) gave a first hint that GlnR is not only involved in the regulation of ammonium assimilation, which was further supported by a detailed inspection of the DNA microarray results (Table 1). Putative GlnR regulated genes included the genes *amtB* (*msmeg_2425*, 56 x), *glnK* (*msmeg_2426*, 53 x), *glnA* (*msmeg_4290*, 34 x), *glnD* (*msmeg_2427*, 18 x) and *amt1* (*msmeg_6259*, 12 x), which were described previously [11] besides others with obvious function in nitrogen metabolism. These include for example the *nirBD* gene cluster (*msmeg_0427-0428*) coding for nitrite reductase subunits, *msmeg_0781*, *msmeg_1052*, *msmeg_2184* and *msmeg_6735*, encoding different putative permeases and transporter subunits involved in amino acid uptake, *msmeg_1293*, *msmeg_2748*, *msmeg_4011*, *msmeg_5730* and *msmeg_6660*, encoding proteins putatively involved in purine and pyrimidine transport, as well as *msmeg_2187*, *msmeg_2981* (*urtB*), *msmeg_2982* (*urtA*) and *msmeg_3626*, encoding proteins for urea uptake and utilization. All in all, the results of transcriptome analyses of nitrogen-deprived wild-type and *ΔglnR* strain MH1 indicated a more global function of GlnR in the regulation of nitrogen metabolism. Similar results were obtained for *S. coelicolor*[3] and together indicate a more general role of GlnR in *Actinobacteria*.

**Figure 2:**
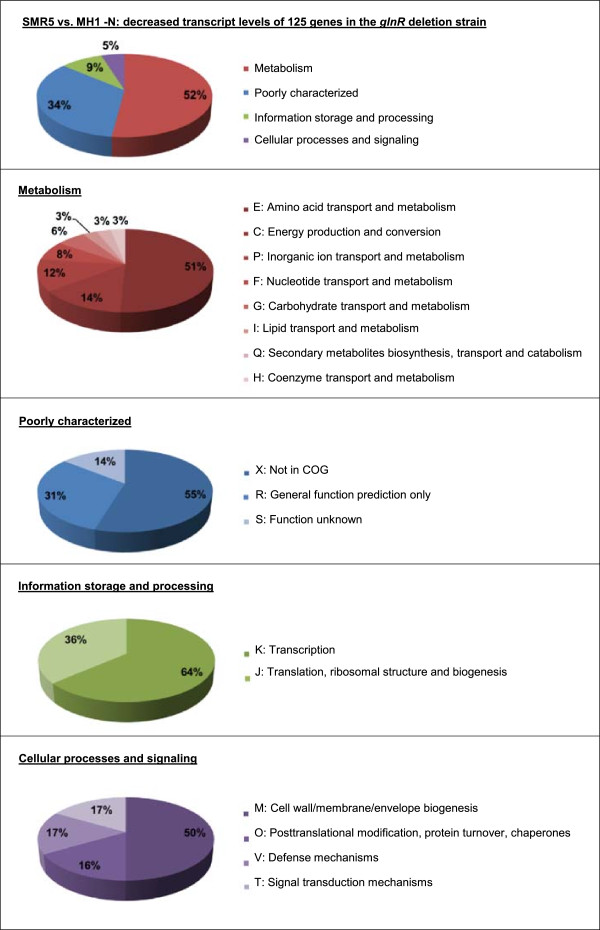
**The GlnR modulon of *M. smegmatis*.** DNA microarray analyses were carried out with RNA isolated from nitrogen-starved wild-type SMR5 and *glnR* deletion strain MH1. Genes with decreased transcript levels in *glnR* deletion strain MH1 were classified according to functional categories [13].

**Table 1:** **Genes with increased mRNA amounts in the wild-type compared to *glnR *** **deletion strain MH1 in response to nitrogen starvation**

**Gene identifier**	**Fold change**	**Annotation**
*msmeg_3358*	3.02	YaeQ protein
*msmeg_4965*	3.07	Hypothetical protein
*msmeg_6507*	3.07	Glycogen debranching enyme GlgX (*glgX*)
*msmeg_1792*	3.12	Conserved hypothetical protein
*msmeg_4567*	3.14	Conserved hypothetical protein
*msmeg_4382*	3.15	Dehydrogenase-reductase SDR family member 10
*msmeg_4011*	3.26	Putative pyrimidine permease RutG
*msmeg_2116*	3.33	PTS system, glucose-specific IIBC component
*msmeg_4570*	3.34	Conserved hypothetical protein
*msmeg_2187*	3.36	Urea amidolyase
*msmeg_4569*	3.48	Conserved hypothetical protein
*msmeg_1292*	3.48	FAD binding domain in molybdopterin dehydrogenase protein
*msmeg_4171*	3.58	Ribose transport system permease protein RbsC
*msmeg_3994*	3.64	Short chain dehydrogenase
*msmeg_5648*	3.68	Hypothetical protein
*msmeg_2189*	3.68	Allophanate hydrolase (*atF*)
*msmeg_0393*	3.73	Fmt protein
*msmeg_1153*	3.73	FAD dependent oxidoreductase
*msmeg_6659*	3.74	Hypothetical protein
*msmeg_6332*	3.79	Amino acid ABC transporter, permease protein
*msmeg_3626*	3.89	Urease, beta subunit (*ureB*)
*msmeg_5083*	4.00	Conserved hypothetical protein
*msmeg_1152*	4.01	Citrate-proton symporter
*msmeg_5331*	4.04	UDP-glucoronosyl and UDP-glucosyl transferase family
*msmeg_1151*	4.08	DNA-binding protein
*msmeg_5783*	4.10	Acetyltransferase, GNAT family
*msmeg_1155*	4.16	Carnitinyl-CoA dehydratase
*msmeg_1157*	4.17	Short chain dehydrogenase
*msmeg_3912*	4.20	Acetoacetyl-CoA reductase
*msmeg_0565*	4.33	Putative glycosyl transferases group 1
*msmeg_1184*	4.40	Serine esterase, cutinase family
*msmeg_1156*	4.44	Dihydrodipicolinate synthetase
*msmeg_1185*	4.46	Transcriptional regulator, AsnC family
*msmeg_1089*	4.61	Hypothetical protein
*msmeg_1088*	4.63	Glutamyl-tRNA(Gln)-aspartyl-tRNA(Asn) amidotransferase
*msmeg_0505*	4.72	Probable sugar ABC transporter, substrate-binding protein
*msmeg_6880*	4.92	Hydrophobic amino acid ABC transporter, putative
*msmeg_6879*	4.97	Nat permease for neutral amino acids NatD
*msmeg_3722*	5.04	Bifunctional coenyme PQQ synthesis protein C-D
*msmeg_1596*	5.05	Transcriptional regulator
*msmeg_6264*	5.06	Putative oxidoreductase
*msmeg_2523*	5.11	Efflux ABC transporter, permease protein, putative
*msmeg_4381*	5.14	Amidase
*msmeg_1090*	5.24	Amidase
*msmeg_1508*	5.54	Amino acid permease-associated region
*msmeg_5729*	5.75	Hydantoin racemase
*msmeg_6733*	6.32	Hydrolase, carbon-nitrogen family
*msmeg_2748*	6.36	Soluble pyridine nucleotide transhydrogenase (*sthA*)
*msmeg_1085*	6.41	Dipeptide transport system permease protein DppB
*msmeg_2569*	6.61	Oxidoreductase, 2OG-Fe(II) oxygenase family
*msmeg_0429*	6.64	Putative ferric uptake regulator
*msmeg_6878*	6.97	Inner-membrane translocator
*msmeg_6263*	7.01	Glutamate synthase family protein
*msmeg_6262*	7.40	FwdC-FmdC family protein
*msmeg_1295*	7.42	Transthyretin
*msmeg_3402*	7.82	Cytosine permease, putative
*msmeg_5356*	8.15	Hypothetical protein
*msmeg_1296*	8.73	Uricase
*msmeg_0780*	8.79	Phosphotransferase enyme family protein
*msmeg_6877*	8.90	Branched-chain amino acid transport system ATP-binding protein
*msmeg_0566*	8.94	Aliphatic amidase
*msmeg_3403*	9.26	Formamidase
*msmeg_1990*	9.45	Conserved hypothetical protein
*msmeg_1086*	9.94	ABC transporter permease protein
*msmeg_0778*	10.22	Putative transcriptional regulator
*msmeg_6261*	10.36	Glutamine amidotransferase, class II
*msmeg_6660*	10.75	Permease, cytosine-purines, uracil, thiamine, allantoin family
*msmeg_6817*	11.34	RNA polymerase sigma factor, sigma-70 family
*msmeg_1052*	11.63	Amino acid carrier protein
*msmeg_6259*	11.67	Ammonium transporter (*amt1*)
*msmeg_6881*	11.75	Transcriptional regulator, GntR family
*msmeg_2185*	12.81	Conserved hypothetical protein
*msmeg_2525*	14.19	Amino acid permease superfamily
*msmeg_1293*	14.73	Xanthine-uracil permeases family protein
*msmeg_2978*	15.78	ABC transporter ATP-binding protein
*msmeg_6260*	16.11	Glutamine synthetase, type III (*glnT*)
*msmeg_4206*	16.44	Molybdopterin oxidoreductase
*msmeg_3400*	17.66	Glutamyl-tRNA(Gln) amidotransferase subunit A
*msmeg_0572*	17.72	Conserved hypothetical protein
*msmeg_2427*	18.22	Protein P-II uridylyltransferase (*glnD*)
*msmeg_4637*	18.43	Conserved hypothetical protein
*msmeg_3401*	18.68	LamB-YcsF family protein
*msmeg_1988*	18.75	Conserved hypothetical protein
*msmeg_1597*	18.80	Transcription factor WhiB
*msmeg_2979*	18.88	ABC transporter ATP-binding protein
*msmeg_2981*	19.17	Branched-chain amino acid ABC-type transport system
*msmeg_6115*	19.21	Phosphoglycerate dehydrogenase
*msmeg_6735*	19.26	Amino acid permease, putative
*msmeg_1087*	19.33	Oligopeptide ABC transporter ATP-binding protein
*msmeg_6116*	19.89	Conserved hypothetical protein
*msmeg_5084*	20.59	Glycosyl transferase, group 2 family protein
*msmeg_5359*	21.35	Cyanate hydratase (*cynS*)
*msmeg_5360*	22.01	Formate-nitrate transporter
*msmeg_4501*	22.33	Sodium:dicarboxylate symporter
*msmeg_4635*	22.90	Ammonium transporter family protein
*msmeg_2980*	23.33	Putative membrane protein
*msmeg_2524*	24.34	ABC transporter, ATP-binding protein
*msmeg_2522*	24.38	Efflux ABC transporter, permease protein
*msmeg_5358*	25.10	Acetamidase-Formamidase family
*msmeg_4294*	26.01	Glutamine synthetase, type I (*glnA*)
*msmeg_5765*	29.55	Globin
*msmeg_4638*	30.14	Vanillate O-demethylase oxidoreductase
*msmeg_4636*	31.81	Hypothetical protein
*msmeg_2186*	32.35	Conserved hypothetical protein
*msmeg_0570*	32.58	Conserved hypothetical protein
*msmeg_6816*	33.03	Molybdopterin oxidoreductase
*msmeg_0432*	34.03	Uroporphyrinogen-III synthetase
*msmeg_4290*	34.13	Glutamine synthetase, type I (*glnA*)
*msmeg_0569*	34.95	Flavoprotein involved in K^+^ transport
*msmeg_0779*	35.16	Short-chain dehydrogenase-reductase SDR
*msmeg_0781*	36.20	Amino acid permease
*msmeg_1987*	42.51	Conserved hypothetical protein
*msmeg_5730*	45.31	Permease for cytosine-purines, uracil, thiamine, allantoin
*msmeg_1082*	47.68	Putative response regulator
*msmeg_0571*	48.04	Hydrolase, carbon-nitrogen family
*msmeg_2184*	48.27	Amino acid permease
*msmeg_0428*	48.97	Nitrite reductase [NAD(P)H] small subunit (*nirD*)
*msmeg_2426*	51.56	Nitrogen regulatory protein P-II (*glnK*)
*msmeg_1084*	51.81	Peptide-opine-nickel uptake family ABC transporter
*msmeg_0427*	52.06	Nitrite reductase [NAD(P)H], large subunit (*nirB*)
*msmeg_0433*	54.53	Nitrite extrusion protein
*msmeg_2425*	56.21	Ammonium transporter (*amtB*)
*msmeg_6734*	62.84	Dibenzothiophene desulfurization enzyme A
*msmeg_2526*	66.62	Copper methylamine oxidase
*msmeg_2982*	136.17	Putative periplasmic binding protein (*urtA*)

The genes showing decreased transcript amounts (Table 2) had no obvious connection to nitrogen metabolism and were not further characterized. Four of these are encoding hypothetical proteins, two code for uncharacterized proteins with connection to hydrogenase expression.

**Table 2:** **Genes with decreased mRNA amounts in the wild-type compared to *glnR *** **deletion strain in response to nitrogen starvation**

**Gene identifier**	**Fold change**	**Annotation**
*msmeg_6498*	3.96	Hypothetical protein
*msmeg_2274*	4.24	Hydrogenase assembly chaperone HypC-HupF (*hypC*)
*msmeg_2275*	4.37	Hydrogenase expression-formation protein HypD (*hypD*)
*msmeg_1738*	4.46	Probable conserved transmembrane protein
*msmeg_3680*	4.61	Hypothetical protein
*msmeg_1999*	10.08	Hypothetical protein

### Validation of DNA microarray results

The dependence of transcription changes of selected genes on the presence of GlnR was validated by RNA hybridization experiments (data not shown) and quantitative RT-PCR (qPCR; see Figure 3). For qPCR, the transcript of *msmeg_3084* was used as internal control (Figure 3A). An increase of mRNA level in response to nitrogen starvation in the wild-type compared to *glnR* deletion strain MH1 was verified for all targets tested, i.e. *nirD*, *msmeg_0779*, *msmeg_1293*, *msmeg_2184*, the *amtB-glnK-glnD* operon, *msmeg_2522*, *msmeg_2526*, *urtA*, *msmeg_3400*, *glnA*, *glnA2*, *amtA*, *msmeg_5730*, *amt1*, *msmeg_6261* and *msmeg_6816* (Figure 3B).

**Figure 3:**
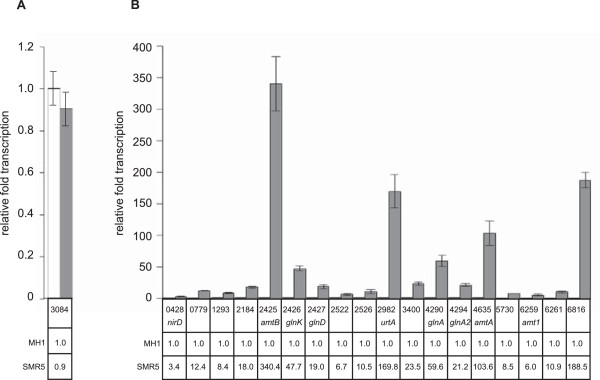
**Verification of DNA affinity microarray results by quantitative RT-PCR.** Total RNA of strains SMR5 and MH1 incubated for 30 min under nitrogen starvation was prepared and used as template for reverse transcription and PCR reaction. Specific primers were used for amplification of 100 bp fragments of target genes. **(A)** The gene *msmeg_3084* was used as control; transcription of this housekeeping gene encoding glyceraldehyde-3-phosphate dehydrogenase was not significantly different in wild-type (grey bar) and *glnR* deletion strain (white bar). **(B)** Relative fold transcription of 20 target genes in the wild-type SMR5 was calculated (grey bars), while the transcription in the *glnR* deletion strain was set one (white bars). Relative fold transcription was calculated in normalization to the reference gene *msmeg_3084*. Genes are sorted according to their msmeg numbers.

The real-time RT-PCR experiments validated the DNA microarray analyses; however, from the transcriptome analyses, no conclusion about direct or indirect influences of GlnR can be drawn, since for example changing metabolite concentrations might influence transcription patterns of genes.

### Binding of GlnR upstream of putative target genes

In order to test binding of GlnR to selected putative target DNAs, 200 to 300 bp DNA fragments located upstream of different genes were amplified by PCR and used together with purified MBP-GlnR fusion protein in gel retardation experiments (Figure 4). Specific binding of GlnR to the upstream DNA of *msmeg_0572*, *msmeg_0781*, *msmeg_2184*, *amtB*, *msmeg_2526*, *urtA*, *msmeg_3400*, *glnA*, *glnA2*, *amtA* and *amt1* was shown (Figure 4A).

**Figure 4:**
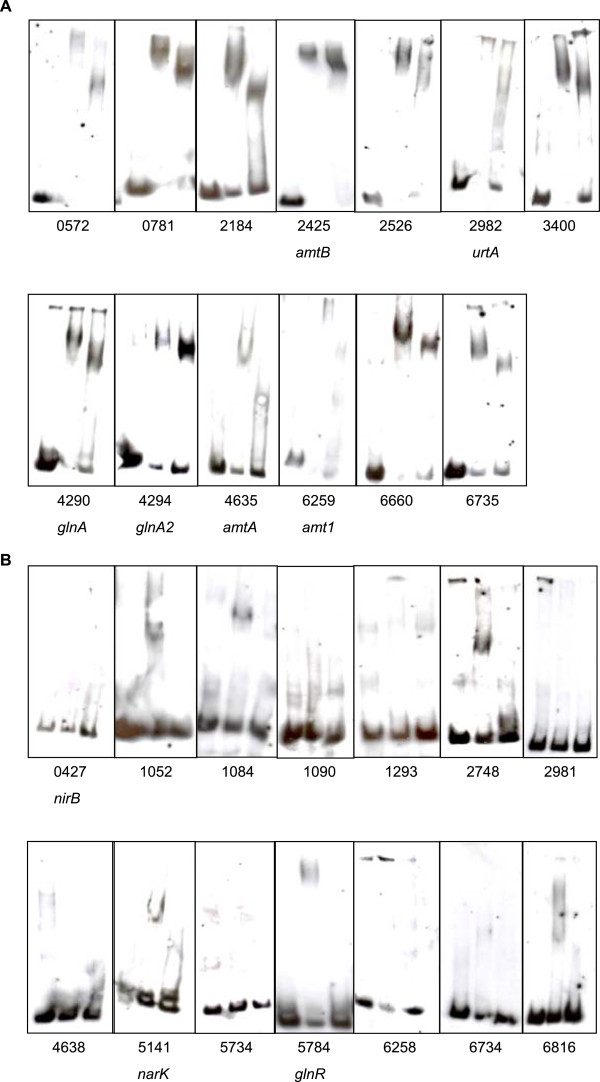
**Test of GlnR binding by gel retardation assays.** 200**–**300 bp DNA fragments upstream of GlnR target genes labeled with digoxigenin were used. For each gene free DNA (lane 1), DNA plus 400 ng MBP-GlnR (lane 2) and DNA plus 400 ng MBP-GlnR plus 3 μg competitor DNA polyd[I-C] (lane 3) was tested. **(A)** Target genes with specific binding; **(B)** unspecific or no binding.

Binding was not detected for the *nirB, msmeg_1052*, *msmeg_1084*, *msmeg_1090*, *msmeg_1293*, *msmeg_2748*, *msmeg_2981*, *msmeg_4638*, *narK*, *msmeg_5734*, *glnR*, *msmeg_6258*, *msmeg_6734* and *msmeg_6816* upstream region (Figure 4B). In these cases, longer DNA fragments spanning from 300 to 500 bps of the respective upstream region were also tested; however, without positive result (data not shown).

To validate GlnR binding and to localize the GlnR binding site in more detail, a 220 bp fragment upstream of *amtB* was chosen and competitive gel retardation assays were performed (Figure 5). When 50 bp overlapping DNA fragments covering the whole promoter sequence were added, fragments 1, 3, 7 and 8 did not lead to any inhibition of the DNA shift caused by GlnR binding. Addition of fragments 4, 5 and 6 led to strong inhibition, indicating that the GlnR binding site is located in this 100 bp fragment. An additional weak binding site might exist in fragment 2, as a very slight inhibition was also spotted here (Figure 5A and B).

**Figure 5:**
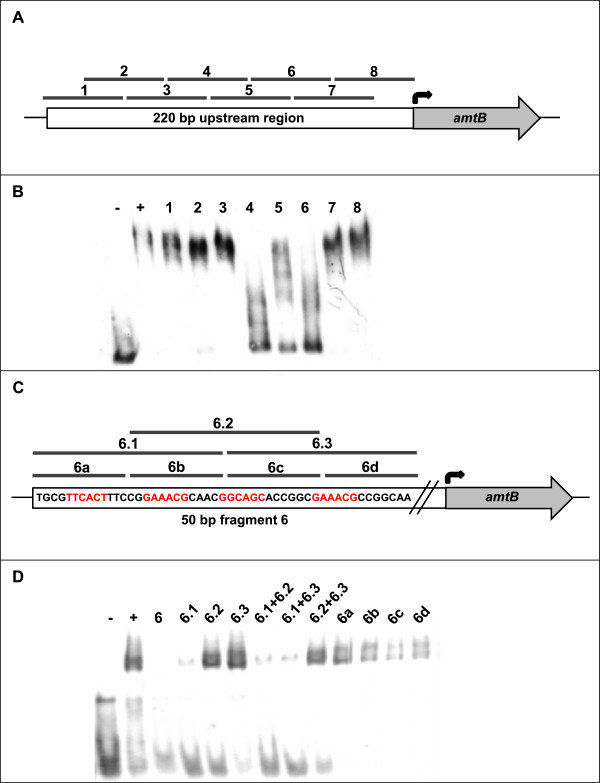
**Competitive gel retardation experiment. (A)** Model of eight overlapping 50 bp DNA fragments covering the 220 bp upstream region of *amtB.***(B)**. When each of these fragments was added in 1000-fold surplus to gel retardation samples consisting of 220 bp digoxigenin-labeled *amtB* promoter fragment and purified MBP-GlnR, an inhibition of the shift was spotted for fragments 4, 5, 6 and weakly 2. **(C)** Model of three overlapping 25 bp DNA fragments (6.1-6.3) and four 15 bp fragments (6a-d) covering the 50 bp fragment 6 in the upstream region of *amtB*. **(D)** Addition of these fragments in 1,000-fold surplus to gel retardation samples containing 50 bp digoxigenin-labeled fragment 6 and 600 ng MBP-GlnR each. An inhibition of the shift was detected for fragment 6.1. -: free DNA as negative control. +: DNA plus 600 ng MBP-GlnR as positive control.

To further specify the localization, the 50 bp fragments 4 and 6 which caused inhibition of GlnR-binding to the 220 bp promoter fragment were used as digoxigenin-labeled DNA probes and 25 as well as 15 bp DNA fragments were used as competitor DNA. While no inhibition of binding by the 25 bp fragments was observed for fragment 4 (data not shown) addition of fragment 6.1 inhibited GlnR-binding to fragment 6 (Figure 5C and D). Thus, for *amtB*, two binding sites were experimentally verified, one located 75–100 bp upstream (fragment 6.1) and the other 100–150 bp upstream of the gene’s start codon (fragment 4).

The binding sequences show similarity to the proposed binding motif [11]; however, for a more detailed characterization of GlnR binding sites in *M. smegmatis*, further analyses are necessary. Besides competitive gel retardation assays, especially ChIP and ChIP-chip analyses as presented recently for *S. venezuelae*[15] might be carried out.

### Growth of M. smegmatis on different nitrogen sources

Deduced from the increased transcript levels of several genes in the wild-type compared to *ΔglnR* strain MH1 (Table 1), a number of new substances were proposed as nitrogen sources for *M. smegmatis.* For ammonium, alanine, asparagine, glutamic acid, glutamine, nitrate, nitrite and urea a function as nitrogen source was already shown [16-18]; however, due to the experimental set-up, the experiments carried out here allowed conclusions about the GlnR-dependent or -independent regulation of assimilation pathways.

Growth experiments were carried out using the various substances tested as sole nitrogen source and comparing wild-type and *ΔglnR* strain MH1 (Figure 6). 7H9 medium was used as positive control and nitrogen-free 7H9 (7H9-N) as negative control. Standard 7H9 medium contains ammonium sulphate, ferric ammonium citrate and glutamic acid as nitrogen sources. When ammonium sulphate and ferric ammonium citrate were tested alone, a reduced growth rate and final OD_600_ was observed, independently from the presence or absence of GlnR, reflecting that ammonium (NH_4_^+^) is membrane-permeable in its unprotonated form ammonia (NH_3_) and that under the growth conditions tested, ammonium was not limiting.

**Figure 6:**
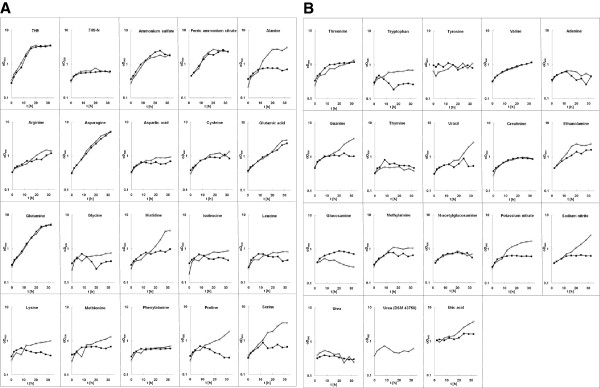
**Growth of *M. smegmatis *in various nitrogen sources.** Wild-type SMR5 and *glnR* deletion strain MH1 were grown in the presence of the indicated substances (10 mM final concentration) as sole nitrogen source. Standard 7H9 medium was used as positive control; 7H9 lacking any nitrogen source as negative control (7H9-N). **(A)** Putative nitrogen sources deduced from microarray results, **(B)** putative nitrogen sources used by closely related species.

Further growth tests revealed that metabolism of alanine, histidine, proline and serine was significantly impaired in strain MH1 compared to the wild-type. Consequently, uptake and/or metabolism of these amino acids seem to be directly or indirectly regulated by GlnR. No significant influence of a *glnR* deletion was observed when arginine, asparagine, glutamate, glutamine and valine were used as sole nitrogen source, indicating a GlnR-independent regulation of the metabolism of these amino acids. Aspartate, cysteine, glycine isoleucine, leucine, lysine, methionine, phenylalanine, threonine, tryptophan and tyrosine are poor or not suitable nitrogen sources for *M. smegmatis* under the conditions tested here (Figure 6A).

The increased levels of various genes connected to purine and pyrimidine uptake and metabolism (Table 1) in response to nitrogen starvation prompted us to test these also as nitrogen sources. Guanine and uracil supported growth in a GlnR-dependent manner, which is in accordance with increased mRNA levels for (*msmeg_5730* 45 x, *msmeg_1293* 15 x, *msmeg_6660* 11 x, encoding putative uracil transport proteins; Table 1), while adenine and thymine were no suitable nitrogen sources.

Additionally other substrates, which are for example used by corynebacteria or streptomycetes, were tested (Figure 6B). GlnR-dependent growth was observed when ethanolamine, nitrate, nitrite or uric acid were added, which is in accordance with the transcriptome data. Growth was not supported by creatinine, glucosamine, methylamine, *N*-acetylglucosamine and urea. The latter finding was especially puzzling, since *M. smegmatis* is characterized as urease-positive and gene clusters for two ureases and one urea transporter were described based on bioinformatic analyses [12]. Furthermore, when transcript patterns of nitrogen-supplied and -starved wild-type cells were compared in this study, increased mRNA levels were observed at least for one gene of a putative *urt* (urea transporter) gene cluster (*msmeg_2982* 136 x) and for a putative urea ammonium lyase (*msmeg_2187* 3 x). To exclude strain-specific variations, type-strain DSM 43796 (equivalent to ATCC 19420 and NCTC 8159) was tested under the same growth conditions as SMR5 and MH1. Also in this case, supply of urea alone did not support growth in 7H9-N independent of the addition for example of different trace element solutions (data not shown). Subsequently carried out enzyme activity measurements revealed a urease activity of 1 μmol of ammonium released min^-1^ (mg protein)^-1^, independent of growth of strains SMR5 and DSM 43756 in nitrogen surplus or incubated for 30 minutes under nitrogen starvation. This correlates with data obtained for *C. glutamicum*, which shows a urease activity of 0.9 μmol min^-1^ (mg protein)^-1^ in complex medium and a urease activity of 0.9-2.2 μmol min^-1^ (mg protein)^-1^ when ammonium is used as single nitrogen source. In this bacterium, however, urease activity is increased to 7.8 μmol min^-1^ (mg protein)^-1^, when cells are exposed to nitrogen starvation [19,20]. Despite the fact that urease activity is not upregulated in response to starvation, *M. smegmatis* shows at least low urease activity and the reason for the complete growth deficiency with urea as single nitrogen source remains unclear.

In summary, as a soil bacterium and opportunistic human pathogen, *M. smegmatis* is able to metabolize a wide variety of nitrogen sources. 

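In *glnR* deletion strain MH1, genes of ammonium uptake and glutamine synthesis responded unevenly to 30 min of nitrogen starvation. Of 13 such genes, all measured, 8 were higher in starved cells, and the other 5 did not pass the test (8 higher also when adjusted over the list alone). The largest difference was that of *msmeg_5374*, encoding a glutamate-ammonia ligase (log2 change of 2.33, standard error 0.0813, adjusted p = 8.13e-05 from limma). This gene is not in Table 1, and Table S2 lists it as 4.66-fold higher in the starved wild-type. The ammonium transporter genes *amt1* (*msmeg_6259*) and *amtA* (*msmeg_4635*) were higher by 0.92 and 0.26 on the log2 scale, with adjusted p = 9.58e-04 and 0.0422 from the same test. In replicate 1 alone, *amtA* had a log2 change of 0.16. In contrast, *amtB*, encoding another ammonium transporter, had a log2 change of 0.024 (adjusted p = 0.776), *glnK*, encoding a PII signal protein, of 0.11 (adjusted p = 0.235) and *glnD* of 0.029 (adjusted p = 0.74). For *glnD* the sign followed the dye, with -0.40 in the forward and 0.45 in the swapped arrays. The glutamine synthetase genes *glnA* (*msmeg_4290*) and *glnA2* (*msmeg_4294*) had log2 changes of -0.20 (adjusted p = 0.0529) and -0.085 (adjusted p = 0.351). The median of the list was 0.33, with adjusted p = 0.0657 from camera against all other genes.

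**Figure D1:**
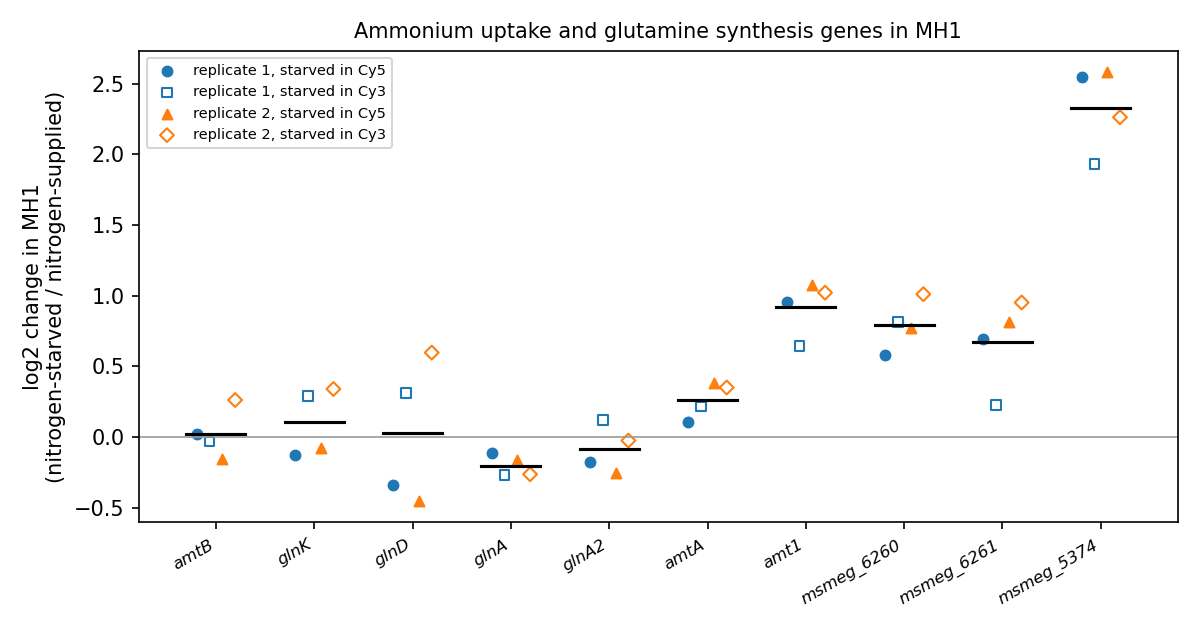
Log2 change of 10 genes of ammonium uptake and glutamine synthesis in strain MH1, nitrogen-starved over nitrogen-supplied. Each point is 1 of the 4 arrays, its shape and colour give the replicate and the dye of the starved RNA, and the black line is the mean of the 2 replicates. The 4 points of *msmeg_5374* lie between 1.93 and 2.58, and those of *amtB* on both sides of 0.

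Among 11 genes of amino acid uptake, 9 were measured, and 4 of them were higher, 3 lower and 2 did not pass the test (4 and 3 also when adjusted over the list alone). The higher ones were *msmeg_6877* to *msmeg_6880*, annotated as parts of an amino acid transport system, with log2 changes of 1.39, 1.12, 1.00 and 1.05. *msmeg_1052*, encoding an amino acid carrier protein, and *msmeg_0781*, encoding an amino acid permease, fell by 0.79 and 0.54 on this scale. The median of this list was -0.0064, against 0.047 and 0.049 in the single replicates, its mean was 0.31, and camera gave adjusted p = 0.678. Of 8 genes of nitrate and nitrite uptake and reduction, 4 were measured and 3 were higher (3 also when adjusted over the list alone), among them *msmeg_5138*, encoding an assembly chaperone of nitrate reductase (log2 change of 0.83, standard error 0.0697, adjusted p = 6.08e-04). The nitrite reductase gene *nirB* (*msmeg_0427*) had a log2 change of 0.11 (adjusted p = 0.378), and *nirD* was not well above background. For the nitrate transporter gene *narK* (*msmeg_5141*), counted among the higher ones, the sign followed the dye, with -0.056 in the forward and 0.64 in the swapped arrays. Of 8 genes of purine and pyrimidine uptake and breakdown, 7 were measured, with 3 higher and 3 lower, also when adjusted over the list alone. The permease genes *msmeg_6660* and *msmeg_5730* were higher, by 0.61 and 0.37, as was *msmeg_2748*, which is annotated as a pyridine nucleotide transhydrogenase, by 0.39. In contrast, *msmeg_1296*, annotated as uricase, *msmeg_1295* and *msmeg_4011* had log2 changes of -0.57, -0.45 and -0.32. For *msmeg_4011* the sign followed the dye, with 0.14 in the swapped arrays. For urea uptake and use, 0 of the 4 measured genes passed the test of limma, and 0 had an unadjusted p under 0.05. Of 7 measured genes of amide and nitrile hydrolysis, 2 were higher and 5 did not pass (0 higher when adjusted over the list alone). Camera gave adjusted p = 0.174 for the nitrate, 0.936 for the purine, 0.803 for the urea and 0.794 for the amide list. These lists were taken from the paper's text and tables, mostly Table 1, which itself compares starved MH1 cells with the wild-type, so they are not independent of starved MH1 RNA. Of the 43 genes that the paper's text names, 14 were not well above background in either condition on all 4 arrays. With the ratios centred on the spike-in RNAs, the ammonium list had a median of -0.03, *amtA* had a log2 change of -0.094 and *narK* one of -0.068, against 0.29 without this centring.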

Transcriptome and growth data presented here hint to a major role of GlnR in ammonium, amino acid, nitrate/nitrite and purine/pyrimidine assimilation, while additionally other regulators seem to be present as well as indicated by the GlnR-independent metabolism of several amino acids as nitrogen sources.

### Analysis of the AmtR regulon

The experiments described above supported the idea that GlnR is a major nitrogen regulator in *M. smegmatis*, which consequently leads to the question of AmtR function in this organism. In a first approach to characterize the AmtR regulon, a bioinformatic analysis was carried out to identify AmtR-controlled genes in *M. smegmatis.* For this purpose, a co-occurrence analysis was carried out using the genome information of ten actinobacterial genomes, i.e. *Arthrobacter aurescens*, *C. michiganensis*, *C. efficiens*, *Gordonia bronchialis*, *K. radiotolerans*, *M. smegmatis*, *Nocardia farcinica*, *Rhodococcus jostii*, *Streptomyces avermitilis* and *Tsukumurella paurometabola.* From these genomes, one conserved operon was extracted, which (i) shows a high degree of co-occurrence with the *amtR* gene, (ii) shows co-localization with *amtR* in *A. aurescens*, *Rhodococcus* sp. RHA1 and *S. avermitilis* and (iii) seems to be involved in nitrogen metabolism based on their annotation (Table 3). *K. radiotolerans* features the most condensed AmtR gene cluster (Figure 7); all open reading frames of this putative operon feature overlapping start and stop codons (GTGA or ATGA). While AmtR and the amino acid permease are highly conserved and well consistently annotated in the different genomes, the exact functions of unknown reading frames urf1 and urf2, the urea carboxylase and the amidase are highly speculative and deduced from annotations (automatic and manual), domain analyses and PFAM searches. The location of these unknown reading frames in direct genomic neighborhood to the putative urea carboxylase-encoding gene is highly conserved in all investigated genomes, while the locations of the genes coding for amino acid permease and the amidase are more variable. Particularly the *amtR* gene can be found in close vicinity as well as completely elsewhere in the respective genome sequences (Table 3, Figure 7).

**Table 3:** Distribution of AmtR and screening for AmtR-regulated genes

**Organism (Reference)**	**Putative function and gene identifier**			
	**Amino acid permease**	**Urea carboxylase**	**Amidase**	**AmtR**
*Arthrobacter aurescens* TC1 [21]	*AAur_0190*	*AAur_0187*	*AAur_0186*	*AAur0192*
*Corynebacterium efficiens* YS-314 [22]	*ce0711*	*ce0713*	*ce0710*	*ce0939*
*Clavibacter michi-ganensis* NCPPB 382 [23]	*CMM_0123*	*CMM_0120*	*CMM_2824*	*CMM_0119*
*Gordonia bronchialis* DSM 43247 (NCBI GenBank, acc. no. CP001802.1)	*Gbro_3891*	*Gbro_3888*	*Gbro_3887*	*Gbro_0881*
*Kineococcus radiotolerans* SRS30216 [24]	*Krad_0901*	*Krad_0904*	*Krad_0905*	*Krad_0906*
*Mycobacterium smegmatis* mc^2^ 155 (NCBI GenBank, acc. no. CP000480)	*msmeg_2184*	*msmeg_2187*	*msmeg_2189*	*msmeg_4300*
*Nocardia farcinica* IFM10152 [25]	*nfa22220*	*nfa22190*	*nfa22180*	*nfa22230*
*Rhodococcus jostii* RHA1 (NCBI GenBank, acc. no. CP000431.1)	*RHA1_ro06919*	*RHA1_ro06922*	*RHA1_ro02136*	*RHA1_ro06918*
*Streptomyces avermitilis* MA-4680 [26]	*sav6709*	*sav6698*	*sav6697*	*sav6701*
*Tsukamurella paurometabola* DSM20162 (NCBI GenBank, acc. no. CP001966)	*Tpau_1591*	*Tpau_1594*	*Tpau_1595*	*Tpau_1590*

The genome sequences of various *Actinobacteria* were screened for an *amtR* gene and co-occurrence of putatively AmtR-regulated genes (hypothetical urea carboxylase-associated unknown reading frames not shown, for details see text).

**Figure 7:**
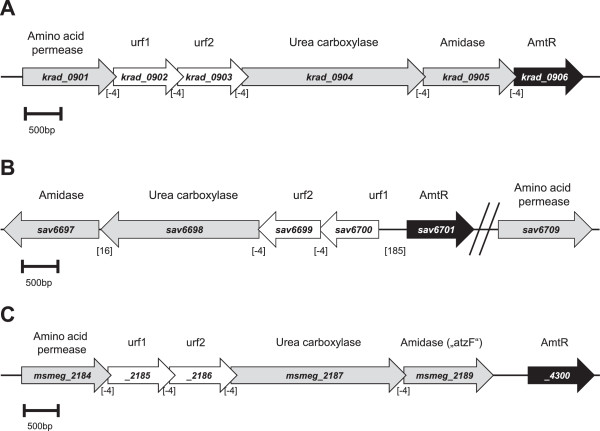
**Co-occurrence of *amtR *and AmtR-regulated genes in selected *Actinobacteria*.** Genomic map of the highly conserved AmtR operon in *K. radiotolerans***(A)**, *S. avermitilis***(B)** and *M. smegmatis***(C)**. The arrows indicate length and transcriptional orientation of annotated genes which are depicted by the respective orf number. Numbers in square brackets show the lengths of intergenic regions in bp. While the putative *K. radiotolerans* operon shows a subsequent series of genes with overlapping reading frames, the *amtR* gene is transcribed in opposite direction in *S. avermitilis* and the amino acid permease-encoding gene is located elsewhere, while in *M. smegmatis*, the *amtR* gene is not co-localized with the putatively AmtR-regulated genes (see Table 3 for details).

At least four of the identified six putatively AmtR-regulated *M. smegmatis* genes showed increased transcript levels in response to starvation in the wild-type and seem to be under control of GlnR (*msmeg_2184* 48 x, *msmeg_2185* 13 x, *msmeg_2186* 32 x, *msmg_2187* 3 x, *msmg_2189* 4 x; Table 2). To investigate transcription control of these genes, a strain, designated YL1, with in frame deletion of gene fragment (*amtR*_*DBD*_) encoding the DNA binding domain of AmtR and an *amtR*_*DBD*_/*glnR* double deletion strain, designated YL2, were constructed, respectively. These strains were analyzed in respect to nitrogen-starvation-dependent transcription.

RNA hybridization experiments with RNA isolated from the wild-type and *amtR* deletion strain YL1, isolated from nitrogen-supplied cells and after different intervals of nitrogen starvation showed significantly stronger signals for the proposed AmtR-regulated genes *msmeg_2184* (Figure 8A), *msmeg_2187* and *msmeg_2189* (data not shown) in the mutant; however, nitrogen control was still intact. Wild-type regulation for all genes was restored by a plasmid carrying *amtR*, while the vector alone did not complement the deletion (see Figure 8B for *msmeg_2184*, others: data not shown). Nitrogen-dependent regulation of AmtR-regulated genes was abolished in *glnR* deletion strain MH1 (see Figure 8C *msmeg_2184*, others: data not shown), indicating that AmtR is a secondary regulator of the master regulator GlnR. This model is in accordance with the transcriptome analyses presented above (Table 1).

**Figure 8:**
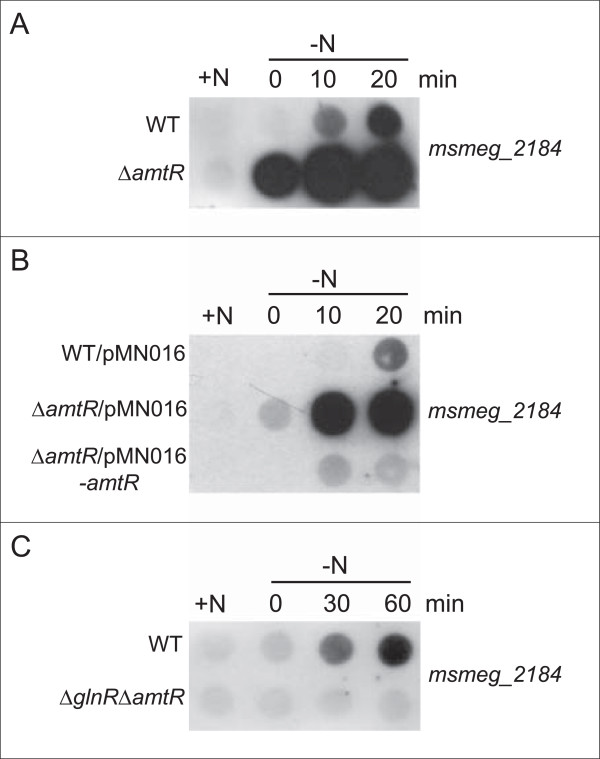
**Influence of AmtR on target gene expression.** Hybridization experiments were carried out with RNA isolated from nitrogen-supplied cells and after different intervals of nitrogen starvation and a probe specific for *msmeg_2184* mRNA. **(A)** Comparison of wild-type SMR5 (WT) and *amtR* deletion strain YL1 (∆*amtR*). **(B)** Complementation of *amtR* deletion strain YL1 with plasmid pMN016-*amtR* (∆*amtR*/pMN016-*amtR*); wild-type and strain YL1 transformed with vector pMN016 (WT/pMN016 and ∆*amtR*/pMN016) were used as control. **(C)** Influence of a *glnR/amtR* double deletion (∆*glnR*∆*amtR*).

To verify direct AmtR-DNA interaction, *M. smegmatis* AmtR was overexpressed in *Eschericha coli*, purified and applied in gel retardation experiments. Binding of AmtR was tested for upstream DNA of *msmeg_2184* and binding to the *msmeg_2184* upstream region was demonstrated (Figure 9). Since TetR-type regulators often bind small effector molecules that induce release of the repressor from its binding site, addition of putative AmtR effectors deduced from the putative function of target genes, i.e. urea and different amino acids, were tested in various concentrations (0.5 to 5 mM) but had no influence on binding to the *msmeg_2184* upstream region (data not shown).

**Figure 9:**
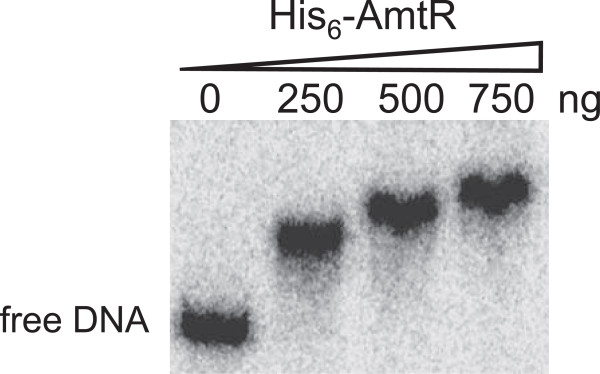
**Test of AmtR binding by gel retardation assays.** The indicated amounts of purified AmtR proteins were added to a ^32^P-labeled *msmeg_2184* promoter fragment (437 bp) in the presence of 2ug sperm DNA (non-specific).

For a more global analysis of the AmtR regulon, DNA microarray experiments were carried out. RNA samples isolated from the wild-type and *amtR* deletion strain YL1 grown under nitrogen limitation were hybridized, and also RNA samples from *amtR* deletion mutant YL1 grown with and without nitrogen source were analyzed. No further AmtR targets were observed (data not shown), indicating that AmtR controls only a very small regulon, which is part of the GlnR modulon in *M. smegmatis*.

In an additional approach, autoregulation of AmtR was analyzed. This regulatory mechanism typical for TetR-type regulators [27] was in fact observed (Figure 10). Since the *amtR* deletion only comprised the part of the gene encoding the DNA binding domain, an *amtR* target was detectable, which was stronger in the deletion mutant YL1 compared to the wild-type (Figure 10A). Induction of nitrogen starvation or an additional deletion of *glnR* (Figure 10B) had no effect, indication a nitrogen-independent regulation of AmtR expression.

**Figure 10:**
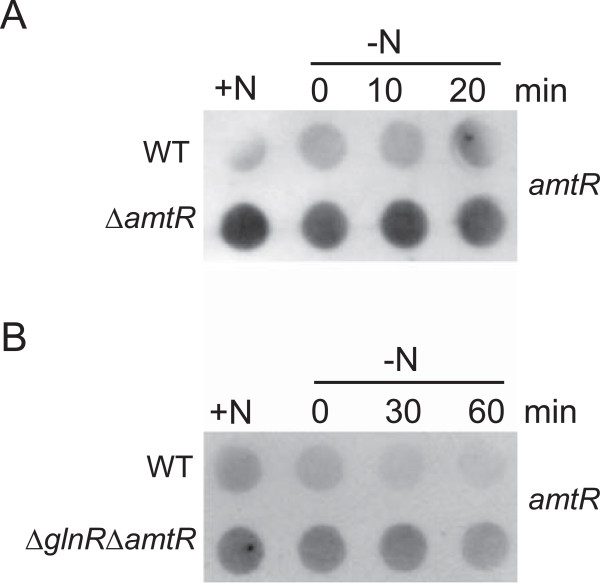
**Autoregulation of AmtR.** Hybridization experiments were carried out with RNA isolated from nitrogen-supplied cells and after different intervals of nitrogen starvation and a probe specific for *amtR* mRNA. Since the deletion in *amtR* only comprises the DNA binding domain encoding nucleotides, hybridization of the *amtR* probe is possible with RNA isolated from strains YL1 (∆*amtR*) and YL2 (∆*glnR*∆*amtR*).

## Conclusions

Deprivation of nitrogen leads to growth arrest in *M. smegmatis* and induces not only specific transcriptional alterations in respect to genes encoding nitrogen-related proteins, but a general starvation response at the transcriptional level. This includes changes in the mRNA levels of several hundred genes encoding transporters, proteins involved in nitrogen metabolism and regulation, energy generation and protein turnover etc. and was for example also observed in other *Actinobacteria* such as *C. glutamicum*[14,28].

Based on the DNA microarray data obtained for *M. smegmatis* wild-type SMR5 and *glnR* mutant MH1 and growth experiments, GlnR seems to play a crucial role in nitrogen metabolism in *M. smegmatis*., including the uptake and assimilation of ammonium, different amino acids (alanine, histidine, proline, serine), nitrate, nitrite, uric acid, ethanolamine, guanine and uracil, while, AmtR, the master regulator of nitrogen control in corynebacteria plays a minor role. 

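Within strain MH1, nitrogen starvation changed transcripts of many genes in the absence of GlnR. Of 5708 genes tested, 1894 were higher and 1977 lower in starved than in supplied cells at an adjusted p under 0.05 from limma. Of these 3871 called genes, 2001 changed less than 1.5-fold, and 185 did not have the same sign on all 4 arrays. At least 3-fold changed were 174 of the higher and 221 of the lower genes (91 and 95 with normexp and loess, and 96 and 97 with normexp and median centring). The largest rises were those of *msmeg_1414*, encoding an amidinotransferase (log2 change of 5.32, standard error 0.0808, adjusted p = 7.01e-05), of the rubredoxin gene *msmeg_1840* (4.82), of *msmeg_6440*, encoding a flavin-binding monooxygenase (4.69), and of *aceA* (*msmeg_0911*), encoding isocitrate lyase of the glyoxylate shunt (4.60). The largest falls were those of the alcohol dehydrogenase gene *msmeg_6242* (log2 change of -4.27, standard error 0.0896, adjusted p = 7.82e-05) and of *msmeg_5589*, encoding the manganese transport protein MntH (-3.48). All 231 genes that Table S1 lists as lower in the starved wild-type were measured in MH1, and 227 of them were lower and 4 higher, with a median log2 change of -1.61 (adjusted p = 2.62e-36 from camera, but adjusted p = 0.853 with an estimated correlation). Of the 284 genes that Table S2 lists as higher in the starved wild-type, 253 were measured, and 152 of them were higher, 60 lower and 41 did not pass the test (152 and 61 when adjusted over the list alone). Their median was 0.55 (adjusted p = 9.12e-06 from camera, but adjusted p = 0.853 with an estimated correlation). The genes of Table S2 that are also in Table 1, and thus lower in starved MH1 than in the starved wild-type, had a median log2 change of 0.14 over 78 measured genes, and 2 of these were at least 3-fold higher. This median was 0.14 in replicate 1, 0.23 in replicate 2 and 0.066 with normexp and loess. The genes of Table S2 outside Table 1 had a median of 1.05 over 175 measured genes, of which 51 were at least 3-fold higher and 28 at least 3-fold lower. For these parts camera gave adjusted p = 0.0395 and 3.02e-06, but adjusted p = 0.853 with an estimated correlation. Here and for the whole of Tables S1 and S2, the test with an estimated correlation has 1 residual degree of freedom. It could hardly call any list, so it does not decide these results. The genes in Table 1 lost the call in 9 further settings, with adjusted p of 0.0505 (fixed replicate block) to 0.184 (normexp and median centring). A call as higher was made for 33 of the 78 genes (42.3%) and for 119 of the 175 genes (68.0%), an odds ratio of 0.347 (Fisher's exact test, two-sided, p = 1.62e-04), where genes are not independent replicates and Table 1 may rest on the same starved MH1 RNA. Of the 78 genes, 12 were lower and 33 did not pass the test, and of the 175 genes, 48 were lower and 8 did not pass. By these counts a smaller share of the genes in Table 1 was called in either direction, where only calls as higher were tested. Over the whole of Table 1, 91 of 125 genes were measured, 34 of them higher and 20 lower (34 and 19 when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.216 from camera).

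**Figure D2:**
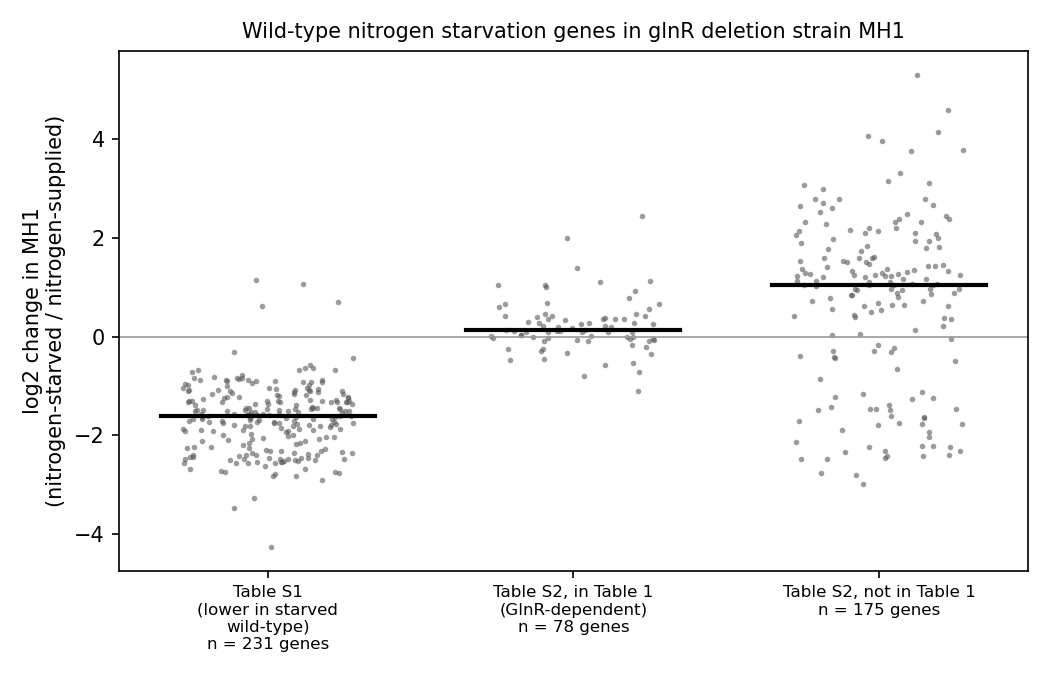
Log2 change in strain MH1, nitrogen-starved over nitrogen-supplied, of the genes that the paper lists as lower (Table S1) or higher (Table S2) in the starved wild-type. Each point is the mean of 2 replicates for 1 gene, the horizontal spread within a group is random, and black lines are medians, at -1.61 for Table S1, 0.14 for genes of Table S2 that are in Table 1 and 1.05 for those that are not.

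The t-test of the paper's methods, at a 2-fold change after Benjamini-Hochberg adjustment, called 2 genes higher and 3 lower on the 2 replicate values, and 399 higher and 545 lower on the 4 arrays. Centred on the spike-in RNAs, which moved the median of all genes to -0.35, 767 genes were higher and 3304 lower, and the genes of Table S2 in Table 1 had a median of -0.22. From its microarrays of both strains and from growth tests, the paper proposes a central part of GlnR in uptake and assimilation of several nitrogen sources. These are ammonium, several amino acids, nitrate, nitrite and nucleobases, and AmtR is given a smaller part. For GlnR the paper also reports qPCR and binding tests. For AmtR it also reports RNA hybridizations, binding tests and arrays of *amtR* deletion strain YL1. The wild-type arrays, the growth tests and these further experiments were not analysed here.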

All in all, nitrogen control in this species resembles carbon catabolite repression (CCR) in enterobacteria (for recent reviews on CCR in bacteria, see [29,30]. 

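In MH1, which lacks GlnR and retains *amtR*, the *amtR* transcript fell by 0.37 on the log2 scale after 30 min of nitrogen starvation (standard error 0.0704, adjusted p = 0.00833 from limma), with a negative change on each of the 4 arrays. Of the 6 genes of the putatively AmtR-regulated cluster, *msmeg_2184* to *msmeg_2189*, 3 were measured and 3, *msmeg_2184* to *msmeg_2186*, were not well above background on all arrays of either condition. The urea amidolyase gene *msmeg_2187* had a log2 change of -0.081 (adjusted p = 0.462) and the allophanate hydrolase gene *msmeg_2189* one of -0.18 (adjusted p = 0.0825), so neither passed the test. *msmeg_2188*, annotated as an integral membrane protein, was lower (log2 change of -1.94, standard error 0.101, adjusted p = 1.83e-04). Camera gave adjusted p = 0.302 for this list, in which 1 gene was lower also when adjusted over the list alone.
Of 11 genes at whose upstream DNA the paper reports GlnR binding, 8 were measured in MH1, with 3 higher, 1 lower and 4 that did not pass the test (2 higher and 1 lower when adjusted over the list alone). Their median log2 change was 0.02 (-0.0054 in replicate 1 and 0.045 in replicate 2, adjusted p = 0.83 from camera). Besides *amt1* and *amtA*, *msmeg_0572*, of unknown function, was higher (log2 change of 0.36, standard error 0.0939, adjusted p = 0.024). Its log2 change was 0.22 in replicate 1, 0.49 in replicate 2 and -0.0021 when centred on the spike-in RNAs. The one lower gene was the permease gene *msmeg_0781*. The gene *msmeg_3400*, annotated as an amidotransferase subunit, had a log2 change of 0.015 (adjusted p = 0.865). Of 14 genes whose upstream DNA was not bound in the paper's assays, 9 were measured, with 3 higher, 2 lower (3 and 2 also when adjusted over the list alone) and a median of 0.11 (0.21 in replicate 1 and 0.068 in replicate 2, adjusted p = 0.794). Of the 18 qPCR targets that the paper's text names, 12 were measured, with 4 higher, 8 that did not pass the test (3 higher when adjusted over the list alone) and a median of 0.10 (adjusted p = 0.312). The qPCR control *msmeg_3084* was higher by 0.29 (adjusted p = 0.02), or -0.073 with that centring.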

Like CcpA in CCR, GlnR seems to be the global regulator and functions as an activator in response to a starvation stimulus, while AmtR is a specific repressor of a small regulon, corresponding to LacI in CCR.

In addition to the GlnR-dependent regulation of nitrogen metabolism, genes not associated with nitrogen were indicated as putative GlnR targets by the DNA microarray analyses carried out. While these genes were not in the focus of this study, it can be assumed that the regulatory function of GlnR might not be restricted to nitrogen metabolism in *M. smegmatis*. This has also been suggested in similar studies focusing on *S. coelicolor* GlnR [3], where genes involved in carbon metabolism, stress response and antibiotic biosynthesis were also found to be GlnR-controlled confirming the regulatory function of GlnR beyond nitrogen metabolism. Future work will concentrate on the question, whether the observed transcription changes of non-nitrogen-related genes are directly GlnR-regulated or the result of perturbations caused by the *glnR* deletion, which indirectly affect expression.

## Methods

### Bioinformatics analyses

For bioinformatics analysis of the AmtR regulon, a screening and co-occurrence approach was carried out. Genome sequences were obtained from the NCBI Genbank (ftp://ftp.ncbi.nih.gov/genbank/genomes/Bacteria/) and manually investigated with the software program Artemis (Sanger Institute). Homology analyses were performed with the microbial genomes BLAST databases at the NCBI and JCVI CMR servers. Advanced protein sequence predictions were done at the EMBL SMART domain analysis server and co-occurrence screenings were performed with the EMBL STRING interaction networks database.

### Growth conditions

Bacteria were routinely grown at 37°C in baffled flasks under agitation. Mycobacterial strains were grown in Middlebrook 7H9 liquid medium (Difco Laboratories; per 900 ml approx. 0.5 g ammonium sulfate, 0.5 g L-glutamic acid, 0.1 g sodium citrate, 1.0 mg pyridoxine, 0.5 mg biotin, 2.5 g disodium phosphate, 1.0 g mono potassium phosphate, 0.04 g ferric ammonium citrate, 0.05 g magnesium sulfate, 0.5 mg calcium chloride, 1.0 mg zinc sulfate, 1.0 mg copper sulfate), supplemented with 0.2% glycerol and 0.05% Tween 80 or on Middlebrook 7H9 medium (Difco Laboratories) with 1.5% agar supplemented with 0.2% glycerol and 0.05% Tween 80. If appropriate, antibiotics were added in the following concentrations: hygromycin (200 μg ml^−1^ for *E. coli*; 50 μg ml^−1^ for *M. smegmatis*), kanamycin (30 μg ml^−1^ for *E. coli*; 10 μg ml^−1^ for *M. smegmatis*) and streptomycin (400 μg ml^−1^ for *M. smegmatis*). In order to study the effects of nitrogen starvation, a fresh *M. smegmatis* culture was used to inoculate 7H9 medium for overnight growth. This culture, with an overnight OD_600_ of approximately three to four, was used to inoculate fresh 7H9 medium to an OD_600_ of approximately 0.2, and cells were grown for 10 to 11 hours until the exponential growth phase was reached (OD_600_ approximately 0.6 to 0.8). To induce nitrogen starvation, cells were harvested by centrifugation, washed and resuspended in pre-warmed 7H9 medium without nitrogen source (7H9 lacking ammonium sulfate and glutamic acid and containing iron citrate instead of iron ammonium citrate). For control, the unstarved cells were harvested, washed, and transferred using 7H9 medium.

### General molecular biology techniques

For plasmid isolation, transformation, and cloning standard techniques were used [31]. *E. coli* strain DH5αMCR [32] was used as cloning host. Plasmids were subsequently brought into competent *M. smegmatis* cells by electroporation. Chromosomal DNA was extracted from 100 ml cultures grown to stationary phase as described [33]. DNA sequence analyses were carried out using Big Dye® Terminator V3.1 Cycle Sequencing kit (Perkin Elmer).

### Construction of an *amtR* deletion strain

To inactivate the AmtR function, a mutant with in-frame deletion of the DNA fragment (*amtR*_*DBD*_) encoding AmtR DNA-binding domain (DBD) (amino acid residue 26 to 72) was generated as described earlier [11]. Briefly, two DNA fragments (1 kb up- and downstream of *amtR*_*DBD*_) were amplified *via* PCR using chromosomal DNA from *M. smegmatis* strain SMR5 as a template. *Swa*I and *Pac*I restriction sites were introduced into the primer sequences used for amplification of the upstream arm and *Spe*I and *Pme*I sites into the primer sequences used for amplification of the downstream arm (Additional file 1: Table S3)*.* The PCR products were then cloned in vector pML814 (ColE1 origin, *FRT*-*hyg*-*FRT*, *rpsL*, Amp^R^, Hyg^R^, 6220 bp, general deletion vector), resulting in the recombinant plasmid pML814Δ*amtR*_*DBD*,_ which carried a *FRT*-*hyg*-*FRT* expression cassette [34] flanked by the upstream and downstream arms. *M. smegmatis* SMR5 was transformed with pML814Δ*amtR*_*DBD*_ and the transformants were first selected on hygromycin-containing plates to obtain single crossovers [34]. After verification of the single crossover event *via* colony PCR, cells were further selected on hygromycin/streptomycin containing plates. Clones on these plates should have lost the vector and have the integrated *FRT-hyg-FRT* cassette in the chromosome. After verification of the double crossover event *via* PCR, the FLP recombinase was used to specifically remove the *hyg* gene from the chromosome, thus generating a marker-free deletion mutant. Selection of clones was performed using hygromycin/streptomycin-containing plates. Deletion of *amtR*_*DBD*_ in the resulting strain MH2 was verified by PCR and Southern blotting (data not shown).

On basis of the mutant strain YL1, *glnR* was further deleted as described earlier [11], generating the mutant strain YL2, with the inactivation of both *amtR*_*DBD*_ and *glnR*, which was confirmed by PCR and Southern blotting (data not shown).

### Construction of *amtR* carrying plasmids

For complementation assays, the *amtR* gene was amplified by PCR using chromosomal DNA of *M. smegmatis* as template and the primers amtRcom-fw/amtRcom-rev (see Additional file 1: Table S3). The PCR products were ligated to plasmid pMN016 (p_smyc_-*mspA*, ColE1 origin, pAL5000 origin, Hyg^R^, 6164 bp, [35]) between the *Swa*I and *Pac*I sites. For the overexpression of AmtR protein in *E. coli*, the *amtR* gene was amplified by PCR (for primers, see Additional file 1: Table S3) and ligated to plasmid pQE70 (Qiagen, Hilden) to add a C-terminal His_6_-tag to the expressed protein, leading to plasmid pQE-*amtR-His*_*6*_. The resulting plasmids pMN016-*amtR* and pQE-*amtR-His*_*6*_ were sequenced for verification (data not shown).

### Construction of antisense probes

For the generation of antisense probes, internal DNA fragments of the corresponding genes were amplified by PCR (primers for the different probes are listed in supplementary materials, Additional file 1: Table S3). The reverse primers encoded the promoter region for T7 polymerase, which allowed *in vitro* transcription of probes using T7 polymerase.

### RNA preparation, hybridization analyses

*M. smegmatis* RNA was prepared from 6 ml culture samples using the NucleoSpin RNA II Kit (Macherey Nagel, Düren). When necessary, a second DNase digestion was performed with Turbo-DNase (Ambion) to completely remove the chromosomal DNA. RNA samples were finally stored at −80°C.

Antisense probes with a size between 0.2 and 0.5 kb for the analysis of gene transcription were generated by PCR and subsequent labelling with DIG RNA-labelling mix (Roche, Mannheim) and T7 polymerase (NEB, Frankfurt). RNA (1 μg per time point) was spotted onto nylon membranes using a Schleicher & Schuell (Dassel) Minifold I Dot Blotter. Hybridization of digoxigenin-labelled RNA probes was detected with X-ray films (Amersham Hyperfilm MP; GE Healthcare) using alkaline phosphatase-conjugated anti-digoxigenin Fab fragments and CSPD as light-emitting substrate as recommended by the supplier (Roche, Mannheim). All experiments were carried out at least twice with independent cultures (biological replicates).

### Real-time reverse transcriptase PCR

For real-time RT-PCR, a MyiQ Single-Color Real-Time PCR Detection System (BioRad, Munich), the iScript One-Step RT-PCR Kit with SYBR Green (Biorad, Munich), 1 μM primers, and 100 ng of template RNA were used. Reverse transcription was carried out at 50°C for 10 min, the reverse transcriptase was inactivated and the polymerase activated by 5 min incubation at 95°C, PCR was carried out by 45 cycles of the following program: DNA denaturation for 10 sec at 95°C, primer annealing for 15 sec at 57°C, and DNA polymerization for 10 sec at 72°C. The PCR reaction was followed by a melting curve program (81 x 55–100°C with a heating rate of 1°C per 10 sec) and then a cooling program at 25°C. No-template controls were run with all reactions. Data were analyzed using the MyiQ Single-Color Real-Time PCR Detection System software.

### Design of DNA microarrays, RNA quality control, labelling, hybridization and transcriptome analysis

Whole genome expression analyses were performed using custom *M. smegmatis* strain mc^2^ 155 8x15K microarrays (Agilent, Santa Clara). Based on annotated genes downloaded from the NCBI genome browser (http://www.ncbi.nlm.nih.gov/genomes), two specific probes per gene were designed using the eArray software (https://earray.chem.agilent.com).

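The arrays analysed here compared nitrogen-starved with nitrogen-supplied cells of *glnR* deletion strain MH1, which lacks the gene of the nitrogen regulator GlnR. The paper sets MH1 beside *M. smegmatis* wild-type SMR5, while the sample labels give the strain background by another name. Whether these names stand for different backgrounds was not examined. Arrays of the wild-type and of the *amtR* deletion strain were not analysed here. RNA was taken after 30 min of starvation from 2 biological replicates, and each replicate was hybridized to 2 arrays with the dyes exchanged, so that starved RNA carried Cy5 on the forward array and Cy3 on the swapped array. All 4 arrays lay on 1 slide. The probe of the deleted gene *glnR* (*msmeg_5784*) was well above background in 0 of 16 spot readings, at processed signals of 19.6 to 131.6. Whether this probe lies inside the deleted part was not examined, since no genome sequence was used here. The genes *amtR* (*msmeg_4300*) and *msmeg_3084*, encoding the glyceraldehyde-3-phosphate dehydrogenase used as qPCR control, were well above background in 16 of 16 readings each.
The values analysed here are deposited spot intensities of both channels, from which the authors' scanner software had subtracted the background and removed dye differences by linear and LOWESS normalization. The arrays hold 6760 genes, each with 1 probe sequence in 2 spots, while the paper's text gives 2 probes per gene. In the starved channel, 86.6% (replicate 1, swapped), 91.9% (replicate 1, forward), 96.2% (replicate 2, forward) and 75.6% (replicate 2, swapped) of the spots were well above background. In the supplied channel these shares were 89.0%, 80.6%, 88.7% and 97.2% in the same order, and on each array the Cy3 channel had the lower share. For each gene, the log2 ratio of starved over supplied signal was averaged over its spots and over both dye orientations of a replicate, which left 2 values per gene. A gene was tested if it was well above background on all 4 arrays in at least 1 condition, which held for 5708 genes. The mean of both values was tested against 0 with limma, with Benjamini-Hochberg adjustment over the tested genes. Across these genes the replicates correlated with r = 0.973, where genes are not independent replicates. The labelled spike-in RNAs of known ratio gave observed log ratios that rose with the expected ones at slopes of 0.472, 0.624, 0.601 and 0.642, where a slope of 1 means no compression of the ratios. The paper gives an optical density of 0.6 to 0.8 and 6 ml of culture, and the sample labels give 0.8 to 1 and 7 ml. For the forward array of replicate 2, the labels name the supplied culture of replicate 1 in one place and of replicate 2 in another. If it was that of replicate 1, the 2 replicate values share a supplied culture and are not fully independent. With replicate 2 from its swapped array alone, where its dye effect does not cancel, limma called 1406 genes higher and 1624 lower. These compare with 1894 and 1977 from all 4 arrays.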

Total RNA from two biological replicates of each bacterial strain or condition was isolated as described above and purified using RNeasy Mini Spin Columns (Qiagen, Hilden, Germany). RNA quantity was measured with the ND-100 Spectrophotometer v3.3.0 (NanoDrop Technologies). RNA integrity was verified using an Agilent RNA 6000 Nano Chip on an Agilent 2100 BioAnalyzer as recommended by manufacturer’s protocol (Agilent RNA 6000 Nano Assay Protocol2). Reverse transcription of 300 ng total RNA was carried out, using a random T7N9 primer [36]. Further sample labeling and hybridization was essentially performed as described in the two-color microarray-based gene expression analysis protocol provided by Agilent including the two-color RNA spike-in kit (v5.7, 2008; Agilent Technologies, Santa Clara). For each replicate the cy3/cy5 dye combination was flipped between control and experimental sample. Slides were scanned on the Agilent Microarray Scanner with extended dynamic range (XDR) at high resolution (5 μm). Data sets were extracted by the feature extraction software package (v9.5.3.1/ Agilent Technologies) using a standard protocol. Data were analyzed using the GeneSpring XI software (Agilent Technologies) with standard settings. Statistically significantly deregulated genes (> 2-fold change in comparison to respective control and p-value < 0.05) were identified using the *t-test against zero* function of GeneSpring XI including the Benjamini-Hochberg multiple test correction. The microarray datasets were deposited in GEO database (http://www.ncbi.nlm.nih.gov/geo/) under record number GSE30236.

### Purification of GlnR and gel retardation experiments

For gel shift assays, protein extracts from *E. coli* Rosetta2 carrying plasmid pMal-c2-*glnR* were prepared. Cells were cultivated in LB medium containing antibiotics as described, harvested by centrifugation (4,000 x g, 15 min, 4°C) and suspended in 20 mM Tris, 200 mM NaCl, 1 mM EDTA, pH (HCl) 7.4 (2 ml g^-1^ cell weight) containing lysozyme (2 mg ml^-1^) and Complete protease inhibitor as recommended by the supplier (Roche, Mannheim). Cells were subsequently disrupted by ultrasonic treatment. Cell debris was removed by centrifugation (14,000 x g, 30 min, 4°C) and the protein extract was loaded on a 10 ml amylose resin affinity column (GE Healthcare, Munich) in a chromatography device (Äkta prime, GE Healthcare, Munich). Washing and subsequent elution with 20 mM Tris, 200 mM NaCl, 1 mM EDTA, 20 mM maltose, pH (HCl) 7.4 were carried out as recommended by the supplier of the amylose resin matrix (GE Healthcare, Munich); the purified protein was stored at 4°C.

Target DNA for the gel shift assays was synthesized by PCR (primers listed in Additional file 1: Table S1) and purified by agarose gel electrophoresis. For labelling of the DNA and the setup of the reaction mixture for the gel shift assay, the DIG Gel Shift Kit (Roche, Mannheim) was used following the supplier’s protocol. Separation by gel electrophoresis was performed in native 6% polyacrylamide gels (Anamed Electrophorese GmbH, Darmstadt) using 0.5 x TBE buffer as running buffer. Subsequently, the labelled DNA was blotted on a nylon membrane (Roche, Mannheim) by electro-blotting as described in the protocol of the DIG Gel Shift Kit (Roche, Mannheim). For detection of the labelled DNA, X-ray films were used.

### Purification of AmtR and electrophoretic mobility shift assays

For purification of AmtR protein, *E. coli* BL21 (DE3) carrying plasmid pQE-*amtR*-His_6_ was used to inoculate 200 ml LB and the cultures were induced with 0.5% α-lactose at an OD_600_ of approximately 0.6 and grown for 12 h at 16°C. The cells were harvested by centrifugation, washed twice with lysis buffer (20 mM Tris–HCl, 500 mM KCl, 10% glycerol, pH 7.9), and resuspended in binding buffer (20 mM Tris–HCl, 500 mM KCl, 10% glycerol, 10 mM imidazole, pH 7.9). The cell suspension was stored on ice for 30 min and then lysed by sonication. The lysate were centrifuged at 15,000 x g for 60 min at 4°C and applied to a 1-mL Ni Sepharose column (GE Healthcare) following 1 h incubation on ice. After washing with 20 ml of binding buffer, the column was washed with 20 ml washing buffer A (20 mM Tris–HCl, 500 mM KCl, 10% glycerol, 20 mM imidazole, pH 7.9) and B (20 mM Tris–HCl, 500 mM KCl, 10% glycerol, 50 mM imidazole, pH7.9), respectively. The bound protein was eluted with elution buffer (20 mM Tris–HCl, 500 mM KCl, 10% glycerol, 500 mM imidazole, pH 7.9) and the purity of His-tagged protein was checked by 12% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). The purified protein was stored at −80°C.

Electrophoretic mobility shift assays (EMSAs) were performed according to the method described before with some modifications [37]. The promoter region of *msmeg_2184* (437 bp) was amplified using *M. smegmatis* genomic DNA as template and the primer pair, msmeg_2184pfw/msmeg_2184prev (see Additional file 1: Table S3). PCR product was labeled at the 5’ ends with [γ-^32^P]ATP using T4 polynucleotide kinase (Promega, China), and purified using illustra ProbeQuant G-50 Micro Columns (GE Healthcare, UK). For EMSA, the ^32^P-labelled DNA probe (1,000 cpm) was incubated individually with various amounts of His_6_-AmtR protein in 20 μl binding assays, containing 2 μg sperm DNA, 20 mM Tris–HCl (pH 7.9), 25 mM KCl, 1 mM dithiothreitol (DTT), 5 mM MgCl_2_, 0.5 mg ml^-1^ calf BSA and 5% glycerol. After incubation at 25°C for 30 min, protein-bound and -free probe DNA were separated by electrophoresis on non-denaturing 6% polyacrylamide gels at 10 V cm^-1^ with a running buffer 0.5 x TBE (40 mM Tris–HCl, pH 8.0, 20 mM boric acid and 1 mM EDTA). After electrophoresis, gels were dried and scanned with a FLA-7000 phosphoimager (FujiFilm Corporation, Japan).

### Availability of supporting data

The datasets supporting the results of this article are available in the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) under record number GSE30236.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

NJ carried out RNA experiments and growth tests; YL was responsible for AmtR experimental work, while bioinformatic analyses of AmtR were carried out by JA. SR supported the DNA microarray experiments, FT, SS and AB were responsible for general experimental design and supervision of experiments. The manuscript was mainly written by NJ and AB. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1. List of all 231 genes with decreased transcript levels in the *M. smegmatis* wild type strain SMR5 under nitrogen starvation. **Table S2.** List of all 284 genes with increased transcript levels in the *M. smegmatis* wild type strain SMR5 under nitrogen starvation. **Table S3.** Primers used in this study. Restriction sites are highlighted bold. Click here for file

# Supplementary material for: Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis
**Source:** BMC Res Notes. 2013 Nov 22;6:482. doi: 10.1186/1756-0500-6-482
**Supplement:** Additional file 1: Table S1. — List of all 231 genes with decreased transcript levels in the M. smegmatis wild type strain SMR5 under nitrogen starvation. Table S2. List of all 284 genes with increased transcript levels in the M. smegmatis wild type strain SMR5 under nitrogen starvation. Table S3. Primers used in this study. Restriction sites are highlighted bold.

**Supplementary data**

**Table S1: List of all 231 genes with decreased transcript levels in the *M. smegmatis* wild type strain SMR5 under nitrogen starvation.**

**Table S2: List of all 284 genes with increased transcript levels in the *M. smegmatis* wild type strain SMR5 under nitrogen starvation.**

**Table S3: Primers used in this study.** Restriction sites are highlighted bold.

How the deposited data were processed for this re-analysis (not part of the article)

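RNA of *M. smegmatis* strain MH1, which lacks *glnR*, had been taken after 30 min of nitrogen starvation and from nitrogen-supplied cultures, with 2 biological replicates. Each replicate had been hybridized to 2 arrays of opposite dye orientation, which gave 4 arrays on 1 slide. The authors had scanned the arrays and read them with Feature Extraction 9.5.3.1, which gives a signal per spot and channel after background subtraction and linear and LOWESS dye normalization. The signals are intensities, which the authors' scanner software had background-subtracted and dye-normalized before deposition, and which are not scaled between arrays. Raw mean and background intensities, as deposited and not normalized, served the alternatives with normexp at an offset of 50. The log10 ratios, made by the authors' scanner software from the processed signals of both channels, served only to find the scale and direction of the authors' table. The authors' table of values holds 1 value per probe on the log2 scale, already turned to starved over supplied on all 4 arrays, with a slope of 1.00 against the ratios of the processed signals. All 4 of its columns were used, as an alternative source of the ratios.
Genes were identified by the locus numbers of the array, and 6398 of 6760 matched the reference annotation of *M. smegmatis*. Product names are those of the array. Control spots were left out, as were spots that Feature Extraction marks as non-uniform or as population outliers, of which there were 31, 3, 4 and 15 on the arrays (replicate 1 swapped, replicate 1 forward, replicate 2 forward, replicate 2 swapped). Saturated spots numbered 0 on each array. Spots count as well above background by the scanner software's own criterion, with a multiplier of 13 in its settings. Left out of the test were 1052 genes that were not well above background on all 4 arrays in either condition. The standard deviation between the spots of a tested gene was 0.172, 0.188, 0.183 and 0.236 on the log2 scale on the arrays in the order above, and 0.235, 0.273, 0.285 and 0.329 over all genes, dim ones included. The number of arrays limits the precision. Calculations used R 4.3.3 with limma 3.58.1 and statmod 1.5.0.
With 2 replicates there is 1 residual degree of freedom per gene, and limma's eBayes adds 3.74 prior degrees of freedom. A gene was called higher or lower at an adjusted p under 0.05. Lists of genes, 42 in all, were taken from the paper's text and tables or by words in the product names, and were compared with all other genes by camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Fisher's exact test, two-sided, was used for counts. Genes were named by a rule: *glnR*, *amtR* and *msmeg_3084*, genes named in the paper's text, the 10 largest rises and 10 largest falls with the same sign on all 4 arrays, and up to 3 members per list. The tests, the lists, the naming rule and 21 alternatives were chosen before the data were examined, although the paper's tables had been seen. A further 3 alternatives were chosen after seeing the data. Because each gene has 1 probe sequence, the planned choice of the brighter or dimmer probe became one of the brighter or dimmer spot. A change of sign was not counted as a reversal where the value passed the test neither before nor after it. The methods' t-test used a 2-fold change and Benjamini-Hochberg adjustment as the paper states, but named genes were compared by the adjusted p alone.
The procedure was tested on simulated data of 5708 genes with 200 changed 3-fold or 2-fold and a further 20 shifted by 0.5 on the log2 scale. It recovered 100 of 100 genes changed 3-fold and 98 of 100 changed 2-fold, and called 11 of 5488 unchanged genes. With extra spot noise of 0.2 it called 26 unchanged genes, 10.8% of its 241 calls, against 4.9% of 224 calls without that noise. The share of 10.8% lies above what an adjusted p under 0.05 aims at. In the data 67.8% of the tested genes were called, so the simulation changed a far smaller part of the genes.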

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

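The comparison of Table 1 with the list of general stress genes was chosen only after the result was seen. The results here are gene lists that differed from all other genes by camera, in a comparison of starved with supplied MH1 cells whose values the paper does not report. With an estimated correlation each of their adjusted p was 0.853. That test has 1 residual degree of freedom here, so it could hardly call any list and does not decide these results. The adjusted p given below for the lists assume a preset correlation of 0.01, with genes nearly independent. Where the genes of a list vary together more than that, these values are too small.
Of 55 measured genes of ribosomal proteins 53 were lower, with a median log2 change of -1.72 (adjusted p = 2.04e-16). All 9 genes of fatty acid synthesis were lower, with a median of -2.32 (adjusted p = 1.73e-05), among them *acpP* (*msmeg_4326*), encoding the acyl carrier protein, at -2.55. All 15 genes of *mce* clusters, 11 of them from *msmeg_0131* to *msmeg_0143* and 4 from *msmeg_5895* to *msmeg_5899*, were lower, with a median of -1.67 (adjusted p = 7.44e-07). The same held for all 17 genes of sugar and glycerol uptake, with a median of -1.73 (adjusted p = 1.62e-07), and for all 12 genes of the ESX secretion regions, with a median of -1.57 (adjusted p = 5.32e-06). The lists of fatty acid synthesis, *mce* clusters, sugar uptake and ESX were picked from the paper's Table S1, whose 231 genes had a median of -1.61, so they are not independent of it, and the ornithine and general stress lists were picked from Table S2.
All 6 genes of ornithine and lysine breakdown were higher, with a median of 2.93 (adjusted p = 1.46e-04), among them *rocD* (*msmeg_1413*), encoding ornithine aminotransferase, at 3.11. Of 12 measured genes with a hydrogenase annotation 10 were higher, with a median of 1.22 (adjusted p = 4.16e-04), and *msmeg_2274* and *msmeg_2275* of this list are also in Table 2. All 6 genes of Table 2, which the paper lists as higher in starved MH1 than in the starved wild-type and which were thus chosen for a high level in starved MH1, were higher, with a median of 1.77 (adjusted p = 0.00167). Of 110 measured genes of regulators of the TetR type 47 were higher and 25 lower, with a median of 0.16 (adjusted p = 0.0397), and of -0.20 when centred on the spike-in RNAs. The call of this list was lost in 5 settings with adjusted p of 0.0545 to 0.0820, namely both normexp settings, no filter on dim genes, both conditions well above background and forward arrays only. The genes of Table S2 had a median of 0.55, those also in Table 1 of 0.14 and the others of 1.05.
Of 22 genes of general stress clusters, all of them higher in the starved wild-type by Table S2, 15 were lower and 5 higher in starved MH1, with a median of -1.48 (adjusted p = 0.031). *msmeg_1768* (-2.49) and *msmeg_1771* (-2.43) were among the lower ones, and the universal stress protein gene *msmeg_1411* (2.21) and the sigma factor gene *msmeg_2752* (2.09) among the higher ones.
Against a dye bias of the probes, the median was -1.48 in the forward and -1.47 in the swapped arrays. Against the background subtraction and dye normalization of the scanner software, it was -0.98 with normexp and loess. Against a signal near background, it was -1.37 over 20 members well above background in both conditions but the call of the list ended there (adjusted p = 0.0658), as it did with spike-in centring (median -1.83, adjusted p = 0.11), for causes that were not tested. A candidate explanation is a high level of these transcripts in the nitrogen-supplied MH1 cultures, since 1 of the 22 genes is in Table 1 and the rest are thus not listed as lower in starved MH1 than in the starved wild-type. This stays a hypothesis, because arrays of the wild-type were not analysed here.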

How the results depend on the processing

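Centring on the spike-in RNAs, replicate 1 from its forward array alone and 4 arrays with a dye term and a fixed replicate block were chosen after seeing the data. The planned fit with a replicate block by duplicateCorrelation was not run to a result, since 4 arrays give no estimate of the correlation. Without replicate 1 or replicate 2 there is no residual degree of freedom, so these gave values and no test. All 395 genes called at least 3-fold changed had an adjusted p under 0.05 again, at any fold, in each setting fitted with limma, except where both conditions had to be well above background (333). Of the counts and the odds ratio, 183 values under the alternatives were close to those reported, 27 moved and 1 lost its call. The lost one is the odds ratio with the methods' t-test on the 2 replicate values, which is undefined with 0 genes of Table S2 called higher. Among values of gene lists, 780 stayed on their side of the threshold, 30 lost and 13 gained a call, and 17 without a test moved. For named genes, 2498 values stayed, 212 lost and 25 gained a call and 20 changed sign. All 132 values without replicate 1 and all 132 without replicate 2 stayed. There the rule, a move within the standard deviation of the replicates, was met in advance unless a called gene changed sign. Of the 212 lost calls, 116 came from the methods' t-test on the 2 replicate values. For named genes the adjusted p alone decided, without the 2-fold change of the methods' t-test. Lost calls are thus undercounted for that test. Except where stated, the cause of a change was not tested. Dim signals limit the results, as 1052 genes were not tested.
With normexp and loess, 91 genes were at least 3-fold higher and 95 lower, and with normexp and median centring 96 and 97, with and without the test. At 2-fold in place of 3-fold, 403 genes were higher and 555 lower, with and without the test. With the methods' t-test on the 2 replicate values, 2 genes were higher and 3 lower, of which 1 and 3 changed at least 3-fold. This test called 3 genes of Table S1 lower and 0 of Table S2 higher, so the odds ratio is undefined there. By the same test, 264 genes higher and 333 lower had an unadjusted p under 0.05 and a 2-fold change. With the t-test on 4 arrays, 399 genes were higher and 545 lower, and 98 genes of Table S2 were higher. Centred on the spike-in RNAs, 767 genes were higher, 3304 lower and 393 at least 3-fold lower, with and without the test for the last.
The genes of Table S2 that are in Table 1 lost their call with normexp and loess (median 0.066, adjusted p = 0.0668), normexp and median centring (0.10, 0.184), both conditions well above background (0.19, 0.0658), the dimmer spot (0.16, 0.0546), a dye term (0.14, 0.054), a fixed replicate block (0.14, 0.0505), forward arrays only (0.19, 0.0713), replicate 1 from its forward array alone (0.14, 0.0566) and spike-in centring (-0.22, 0.0908). Leaving out a replicate gave medians of 0.14 to 0.23. The ammonium list gained a call with the brighter spot (median 0.37, adjusted p = 0.0482), swapped arrays only (0.45, 0.0239) and replicate 2 from its swapped array alone (0.29, 0.0304). With an estimated correlation camera called 0 lists higher and 0 lower, against 7 and 7. Table S1 (-1.61), Table S2 (0.55) and its parts in (0.14) and outside Table 1 (1.05) had adjusted p = 0.853 there. With 1 residual degree of freedom, camera with an estimated correlation could hardly call any list.
In the forward arrays, log2 changes had the opposite sign for *msmeg_1090* (0.29), *glnD* (-0.40) and *narK* (-0.056), and in the swapped arrays for *msmeg_4011* (0.14). Centred on the spike-in RNAs, it was negative for *nirB* (-0.25), *msmeg_0572* (-0.0021), *msmeg_0779* (-0.27), *msmeg_1091* (-0.023), *amtB* (-0.33), *glnK* (-0.25), *glnD* (-0.33), *msmeg_2720* (-0.071), *msmeg_2978* (-0.26), *msmeg_3084* (-0.073), *msmeg_3400* (-0.34), *msmeg_4381* (-0.073), *amtA* (-0.094), *msmeg_5137* (-0.10), *narK* (-0.068) and *msmeg_5734* (-0.30), by construction, since this lowers each change alike.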

Differences from the paper's values

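The paper reports RNA hybridizations on membranes with wild-type cells and strains with a deletion in *amtR*. From these it states that nitrogen starvation had no effect on the *amtR* transcript. The arrays differ from them in assay and in strain. In MH1, *amtR* (*msmeg_4300*) had a log2 change of -0.37 (0.0704 standard error, adjusted p = 0.00833 from limma), negative on 4 of 4 arrays. This change is smaller than the 2-fold change that the paper's methods ask for. The methods' t-test at that fold could thus call it neither on the 2 replicate values nor on the 4 arrays. By adjusted p alone, of the settings run, the methods' t-test on the 2 replicate values gave no call for it, with adjusted p = 0.156. Over the settings its log2 change ranged from -0.73 to -0.23 and its adjusted p from 9.75e-07 to 0.156. For *msmeg_2187* and *msmeg_2189*, whose nitrogen-dependent regulation the paper states to be lost in MH1, no change passed the test here, while *msmeg_2188* of the same cluster was lower (log2 change of -1.94, adjusted p = 1.83e-04).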

Other observations

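Tests of the dye pattern and of dim genes of Table 1 were chosen after the result was seen. Among the largest rises in starved MH1 were *msmeg_1839*, encoding an alkane 1-monooxygenase, and *msmeg_1841*, encoding a rubredoxin, with log2 changes of 3.96 and 4.47, and *panB* (*msmeg_4298*), of pantothenate synthesis, with 3.97. The largest falls included the protocatechuate genes *msmeg_2601*, *msmeg_2602* and *msmeg_2604* with -2.95, -2.85 and -3.01, and the chaperonin genes *groS* (*msmeg_1582*) and *groL* (*msmeg_0880*) with -2.91 and -2.83. Of the 10 largest rises, 5 are in Table S2, and of the 10 largest falls, 5 are in Table S1 and 1 in Table S2. Of the 174 genes at least 3-fold higher, 53 are in Table S2 (7.71 by chance, Fisher's exact test, p = 1.67e-31), and of the 221 at least 3-fold lower, 120 are in Table S1 (8.94 by chance, p = 6.29e-120). In the opposite direction, 28 of the 221 lower genes are in Table S2 (9.80 by chance, Fisher's exact test, p = 3.46e-07) and 0 of the 174 higher genes are in Table S1 (7.04 by chance, p = 0.00129). The glutamate synthase genes *msmeg_3225* and *msmeg_3226* were higher by 1.87 and 1.82, and *msmeg_6458* and *msmeg_6459* had log2 changes of -0.72 and -1.05.
Of 24 measured sigma factor genes, 13 were higher and 6 lower, with the largest rises for *msmeg_0573* (2.46) and *msmeg_1690* (2.18). Camera gave adjusted p = 0.164 for this list. Of 10 measured universal stress protein genes, 6 were higher and 2 lower (adjusted p = 0.109). Of 11 protease genes, 6 were higher and 4 lower, with *lon* (*msmeg_3582*) higher by 2.00 (adjusted p of the list = 0.347). Of 10 chaperone genes, 3 were higher and 3 lower (adjusted p = 0.83). Of 22 measured aminoacyl-tRNA synthetase genes, 3 were higher and 14 lower, or 3 and 15 when adjusted over the list alone (adjusted p = 0.0657), and of 7 ATP synthase genes 6 were lower, or 7 when adjusted over the list alone (adjusted p = 0.066). Of 148 measured ABC transporter genes, 40 were higher and 70 lower, or 41 and 71 when adjusted over the list alone (adjusted p = 0.066), of 56 transposase genes, 10 were higher and 21 lower, or 6 and 18 when adjusted over the list alone (adjusted p = 0.347), and of 23 amino acid permease genes by annotation, 6 were higher and 10 lower, or 7 and 10 when adjusted over the list alone (adjusted p = 0.494). Of 29 measured genes of Table 1 without a nitrogen annotation, 9 were higher and 10 lower, among them the GntR regulator gene *msmeg_6881* with 2.45 and the cutinase gene *msmeg_1184* with 2.01 (adjusted p of the list = 0.678). Some of these lists gained a call in other settings. The ATP synthase list did so with normexp and loess (adjusted p = 0.0312) and with a fixed replicate block (0.0378), and the ABC transporter list in 4 settings (0.0335 to 0.0490: normexp and median centring, brighter spot, forward arrays only, replicate 1 from its forward array alone). The synthetase list did so with the brighter spot (0.0467), the universal stress protein list with no filter on dim genes (0.0182) and with spike-in centring (0.0149), and the chaperone list with normexp and median centring (0.0165). Adjusted p from camera was 0.95 for NADH dehydrogenase I, 0.601 for cytochrome oxidase and the bc1 complex, 0.95 for glutamate dehydrogenase and synthase, 0.134 for the glutamate synthase genes lowered in the wild-type, 0.642 for nitrate and nitrite reductase, 0.83 for urease and 0.95 for the regulators with the qPCR control. Median, mean and test differed in sign for amino acid uptake, NADH dehydrogenase I, cytochrome oxidase, glutamate dehydrogenase and synthase, and urease.
Arrays of one dye orientation were more alike (r = 0.943 and 0.969 across genes) than arrays of one replicate (r = 0.922 and 0.914), where genes are not independent replicates. Against the dye normalization of the scanner software, the dye effect per gene correlated between replicates with r = 0.617 with normexp and loess, and against signals near background with r = 0.704 over the brighter 2854 genes. A dye effect that belongs to the probe stays open: the correlation of 0.516 without normexp follows from the pattern itself and does not test it. No biological explanation was tested for this pattern.
The 10 kinds of spike-in RNA had a median log2 ratio of 0.36 (range 0.21 to 0.47), while the genes had medians near 0.01. All kinds were above 0 in both replicates, from 0.0044 to 0.50 in replicate 1 and from 0.31 to 0.52 in replicate 2. Their set ratios cancel in the mean of both dye orientations only where both compress ratios alike. In replicate 1 the slopes were 0.472 (swapped) and 0.624 (forward), so they do not fully cancel there. Of the 125 genes of Table 1, 34 (27.2%) were not well above background, against 1018 of 6635 other genes (15.3%, Fisher's exact test, two-sided, p = 6.93e-04). Table 1 lists genes lower in starved MH1 than in the starved wild-type, a choice that favours dim genes, so this is not an independent result. Of the 34 genes, 24 were dim in the starved channel on 2 or more arrays. Without the filter on dim genes, 8 of these 34 were higher and 2 lower.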
